# Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes

**DOI:** 10.1186/s12933-015-0230-3

**Published:** 2015-06-06

**Authors:** April L. Darrow, Ralph V. Shohet

**Keywords:** Endothelial dysfunction, Vasculopathy, Microarray analysis, GLUT4, Type II diabetes

## Abstract

**Background:**

Diabetes promotes maladaptive changes in the endothelium that lead to its dysfunction and contribute to the vascular pathology of diabetes. We have previously reported the up-regulation of galectin-3, a β-galactoside-binding lectin, in the endothelium and sera of diabetic mice, implicating this molecule in diabetic vasculopathy and suggesting its potential as a biomarker of the disease. Therefore, we sought to assess the role of galectin-3 in the vascular pathology of diabetes.

**Methods:**

Galectin-3 knockout mice (KO) and wild-type mice (WT) were fed either a high-fat diet (HFD) (60 % fat calories) to produce insulin resistant diabetes, or standard chow (12 % fat calories), and their metabolic and endothelial responses were measured. After 8 weeks, the aortic and skeletal muscle endothelia were isolated by fluorescence sorting of CD105^+^/CD45^−^ cells and comprehensive transcriptional analyses were performed. Transcripts differentially dysregulated by HFD in KO endothelium compared to WT were confirmed by semi-quantitative RT-PCR, and protein expression was determined by immunofluorescence of aortic and muscle tissue. Ingenuity® Pathway Analysis was used to identify pathways up-regulated by HFD in the KO, such as the coagulation cascade, and measurements of blood clotting activity were performed to confirm these results.

**Results:**

KO mice demonstrate greater hyperglycemia and impaired glucose tolerance but lower insulin levels on HFD compared to WT. KO mice demonstrate a more robust transcriptional response to HFD in the vascular endothelium compared to WT. Transcripts dysregulated in the KO endothelium after HFD are involved in glucose uptake and insulin signaling, vasoregulation, coagulation, and atherogenesis. One of the most down-regulated transcripts in the endothelium of the KO after HFD was the glucose transporter, *Glut4/Slc2a4.* GLUT4 immunofluorescence confirmed lower protein abundance in the endothelium and muscle of the HFD-fed KO. Prothrombin time was decreased in the diabetic KO indicating increased coagulation activity.

**Conclusions:**

Galectin-3 deficiency leads to exacerbated metabolic derangement and endothelial dysfunction. The impaired tissue uptake of glucose in KO mice can be attributed to the reduced expression of GLUT4. Enhanced coagulation activity in the diabetic KO suggests a protective role for galectin-3 against thrombosis. These studies demonstrate that galectin-3 deficiency contributes both to the pathogenesis of diabetes and the associated vasculopathy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12933-015-0230-3) contains supplementary material, which is available to authorized users.

## Background

Diabetes promotes maladaptive vascular responses in numerous tissues, including changes in the endothelium that contribute to insulin resistance and ultimately, the vascular pathology of diabetes. Endothelial damage or dysfunction is the primary cause of the macrovascular and microvascular complications associated with diabetes. Previously, we have developed methods for the rapid isolation of highly purified endothelial cells from mice exposed to models of diabetes [1, 2]. Transcriptional analysis of these diabetic endothelial cells revealed increased abundance of galectin-3 mRNA and protein in the aortic and muscle endothelium. We also found a correlation between serum galectin-3 levels and insulin resistance, implicating this molecule as a potential biomarker of diabetic vasculopathy [1]. Human studies have confirmed an elevation of systemic galectin-3 in type II diabetic patients compared to healthy individuals [3]. A recent clinical study has shown that galectin-3 levels correlate with plasma glucose, C-reactive protein, and degree of insulin resistance, suggesting its potential as a biomarker for predicting diabetes and prediabetes [4]. Higher galectin-3 levels have also been associated with increased risk of vascular complications [5]. In light of our preliminary findings, we suspected that galectin-3 is involved in the endothelial dysfunction that leads to the vascular complications of type II diabetes. Thus, we sought to determine the role of galectin-3 in the vascular pathology and metabolic derangement observed in type II diabetes.

In recent years, the importance of this molecule in disease pathology and its potential as a therapeutic target has become increasingly evident. Galectin-3 has been studied for putative roles in heart failure, fibrosis, cancer, angiogenesis, and atherosclerosis. Human studies show that subjects with elevated galectin-3 levels have increased risk for developing heart failure, and blood testing for galectin-3 is now being used to monitor heart failure [6–8]. Perhaps similar testing could be used to predict vascular complications in diabetic patients.

Intracellular LGALS3 is involved in pre-mRNA splicing and has been implicated in the regulation of gene transcription by stabilizing transcription factor binding [9, 10]. Extracellular LGALS3 interacts with components of the extracellular matrix as well as cell-surface carbohydrates to influence cell adhesion and migration. LGALS3 is up-regulated on the endothelial cell surface during adherence and migration of polymorphonuclear leukocytes *in vitro* [11] and may also be involved in mediating NG2 proteoglycan-induced motility leading to the recruitment of endothelial cells to sites of neovascularization [12]. Galectin-3 is also a component of the advanced glycation endproduct (AGE)–receptor complex expressed on the surface of endothelial cells, which is linked to the binding and removal of AGEs from the circulation [13]. CHO cells overexpressing LGALS3 specifically bind AGE-BSA and modified LDLs, leading to their endocytosis [14]. Galectin-3 deficient mice have been shown to display increased glomerular accumulation of AGEs in a model of type I diabetes and increased ox-LDL and lipoprotein products when fed an atherogenic diet [15, 16].

The galectin-3 knockout has been used to study the role of galectin-3 in murine models of type I diabetes induced by streptozotocin, where both pro-diabetogenic and protective roles have been reported [15, 17]. Galectin-3 protein expression increases in human atherosclerotic lesions as well as in the aortae of experimental animal models of diabetes [18, 19]. Galectin-3 deletion or inhibition on the *ApoE (−/−)* background has been shown to reduce atherosclerotic lesions and plaques [18, 20], while galectin-3 knockout mice fed an atherogenic diet for 8 months showed increased lesion area and length compared to wild-type mice [16]. These studies suggest an important role for galectin-3 in vascular complications. However, the conflicting reports regarding its role in diabetes and its associated vasculopathy emphasize the need for further evaluation.

The goal of our study was to identify the role of this multifunctional lectin in the development of endothelial dysfunction induced by type II diabetes. To do this, we examine the metabolic changes and the endothelial transcriptional response to a high-fat diet in wild-type and *Lgals3*-deficient mice. These studies define the role of galectin-3 in endothelial dysfunction and insulin resistance and help to elucidate the pathogenesis of diabetic vasculopathy.

## Methods

### Animals and diet

Mice homozygous for a targeted deletion within the galectin-3 gene (KO) [B6.Cg-*Lgals3*^*tm1Poi*^/*J*, stock no. 006338 Jackson Laboratories (Bar Harbor, ME)] and wild-type C57BL/6 J (WT) (stock no. 000664) were bred for these experiments. The galectin-3 knockout was generated by a 3.7 kb deletion of exons 2–4, including the initiating codon in exon 2 as previously described [21]. Genetic deletion of galectin-3 was confirmed at the DNA level by gel electrophoresis and also at the RNA and protein level by real-time PCR and Western blotting (Additional file 1).

Beginning at 8 weeks of age, male KO and WT mice were allowed to feed ad libitum on a high-fat diet (HFD) containing 60 % fat calories (BioServ, Frenchtown, NJ, cat. no. S3282) or a normal chow diet containing 12 % fat calories (LabDiet, St. Louis, MO, cat. no. 5001) for a period of 8 weeks. All procedures were approved by the Institutional Animal Care and Use Committee of the University of Hawaii.

### Metabolic parameters

Blood glucose and serum insulin levels were measured before the start of the diet and after 2, 4, 6, and 8 weeks on their respective diets. Animals were fasted overnight, and glucometry of tail blood was performed using an OneTouch Ultra (Lifescan, Milpitas, CA). Two-hundred μL of blood was collected from the tail vein, and insulin levels in the separated serum were determined by ELISA (Mercodia, Sweden). A glucose tolerance test (GTT) was performed after 5 weeks on the diet. Glucose (1 mg/g of body weight) was administered i.p. following an overnight fast, and glucometry of the tail blood was performed prior to glucose injection and every 20 minutes afterwards for 2 hrs. The homeostatic model assessment of insulin resistance (HOMA-IR) was calculated using the following formula: [fasting blood glucose (mg/dL) × fasting insulin (μIU/mL)] / 405 [22], where 1 mg insulin = 26 IU [23].

Advanced glycation end products (AGEs) in the serum were measured after 8 weeks of diet. Blood was collected by cardiac puncture and serum was separated and diluted to obtain a protein concentration of 5 mg/mL. AGEs were quantified by ELISA (Wuhan EIAAB Science, China, cat.no.E0263m) and normalized to total protein.

### Measurement of AKT phosphorylation

Following 8 weeks on the diet, chow and high-fat fed mice of each strain received an i.p. injection of insulin (0.06 U/g body weight in 300 μL of sterile saline); 1–2 animals of each group received vehicle (normal saline). Fifteen minutes after insulin challenge, animals were sacrificed and thoracic aorta and skeletal muscle were harvested and homogenized as previously described [1]. Abundance of phosphorylated AKT and total AKT were determined by Western Blotting. Briefly, denatured aorta or muscle protein was separated on 12 % Bis-Tris polyacrylamide gels under reducing conditions. Following transfer and blocking, membranes were incubated overnight in rabbit anti-mouse phospho-AKT antibody (serine 473) (Cell Signaling, Beverly, MA, cat.no.9271) at 4 °C and visualized with an Alexa Fluor®568-conjugated secondary antibody (Invitrogen, Carlsbad, CA) on a Typhoon® phosphorimager (Amersham). Blots were then stripped and reprobed for total AKT (Cell Signaling, cat.no.9272). Band intensity was quantified by densitometry using ImageJ [24], and phosphorylated AKT was normalized to total AKT levels.

### Endothelial cell isolation

Following 8 weeks on the diet regimen, animals were sacrificed by CO_2_ asphyxiation. In each experiment, for each diet, pooled cells from 3 KO and 3 WT mice were collected for each tissue. Aortae from the aortic root to the iliac bifurcation were dissected. Leg muscles consisting of the plantaris, gastrocnemius, and biceps femoris (which are readily dissected as a single group) were excised. Tissues were placed into ice cold PBS and freed of adherent fat. The aortic and skeletal muscle tissues from 3 animals were each pooled, minced into 1 mm fragments, and dispersed as previously described [25]. Suspensions of collagenolytically separated cells were incubated with anti-mouse CD16/32 (1:500) for 5 min and then with phycoerythrin-conjugated anti-mouse CD45 (1:800) and anti-mouse CD105 eFluor®450 (1:20) for 25 minutes on ice (eBiosciences, cat.nos.14-0161, 17–0451, and 48–1051). Immediately before sorting, 5 μl of Dead Cell Discriminator (Life Technologies, Carlsbad, CA) was added per 100 μl of cell suspension. Roughly 10,000 live endothelial cells positive for CD105 staining and negative for CD45 were isolated with a FACSAria (Becton Dickinson, Franklin Lakes, NJ) directly into Trizol (Invitrogen, Carlsbad, CA). RNA was extracted and purified with RNeasy columns (Qiagen, Valencia, CA) and then amplified using an Ambion® Amino Allyl MessageAmp kit (Life Technologies, Carlsbad, CA) according to the manufacturer’s protocol to produce approximately 100 μg of amino-allyl modified cRNA.

### Transcriptional analysis

Microarray analyses were performed to determine the transcriptional responses in aortic and skeletal muscle endothelium from KO vs. WT mice exposed to either high-fat diet or control diet for 8 weeks. Amino-allyl modified cRNA was labeled with Cy3 CyDye™ Post-Labeling Reactive Dye Pack (GE Healthcare, Waukesha, WI) according to the manufacturer’s instructions. Following purification, 1.6 μg of Cy3 dye-labeled cRNA, as measured by NanoDrop 2000c spectrophotometer (Thermo Scientific, Bellerica, MA), were combined and fragmented. Biological triplicate experiments were performed for both tissues and both diets for each strain. Samples were hybridized overnight to glass slides spotted with the Whole Mouse Genome Array Kit from Agilent (Santa Clara, CA, cat. no. G4122F), which includes 44,000 murine oligonucleotides representing all known genes and transcripts of the mouse genome along with positive controls. The set of 3’ biased, 60-mer oligos are synthesized *in situ* using Agilent SurePrint technology. Annealed fluorescent labels were quantified with Agilent dual channel scanner, and data analysis subsequently performed with GeneSpring® and Acuity® software. For both the KO and WT strains, transcripts exhibiting up-regulation (a log_2_ [fold change] >1) or down-regulation (log_2_ [fold change] < −1) by HFD vs. chow diet that were found consistently dysregulated in all 3 biologically replicate experiments were tabulated for each tissue. This comparison represents the endothelial response to diabetes in either strain.

### Pathway analysis

The gene expression data was further interrogated using QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity). Datasets consisting of all transcripts differentially expressed >0.75 log_2_ [fold change] by high-fat feeding in the WT and KO strains were uploaded into IPA®. Over-represented Biological Functions in the aortic endothelium of each strain after HFD were identified based on weighted gene co-expression. IPA was also performed on differentially regulated transcripts between KO HFD and WT HFD animals to identify differential Canonical Pathways due to galectin-3 ablation in addition to the response to HFD.

### Real-time PCR

Microarray results were confirmed by semi-quantitative real-time PCR (qPCR) performed on 3 biological replicate experiments. Synthesis of cDNA was obtained by reverse transcription of 1 μg of amplified RNA from the sorted endothelial cells using qScript (Quanta Biosciences, Gaithersburg, MD). Oligonucleotide primers were designed to generate amplicons 100–200 nucleotides long which spanned at least one intron. Primer sequences are listed in Additional file 2. The cDNA representing 5 ng of total RNA was amplified by PCR performed using SYBR® green fluorophore (Roche, Indianapolis, IN) in an Applied Biosystems® 7900HT fast real-time PCR system. A standard two-phase reaction (95 °C 15 sec, 60 °C 1 min) worked for all amplifications. Dissociation curves run for each reaction verified the presence of a single amplicon peak. Amplicons were also sequenced by 3730XL DNA Analyzer (Applied Biosystems), and BLAST was used to verify the alignment of the amplicon sequence with that of the target transcript (Additional file 2).

Fold changes represent the ratio of HFD to chow diet expression values determined from the cycle times where C_T_, the threshold intensity, was exceeded. The abundance of Cyclophilin A was assessed in parallel as a loading control to which the genes of interest were normalized.

### Prothrombin time

After 8 weeks of high-fat diet, blood was collected by cardiac puncture following CO_2_ asphyxiation into tubes containing sodium citrate anticoagulant at a ratio of 9:1. Plasma was separated by performing two centrifugation steps at 5000 rpm for ten minutes each. Prothrombin time was assessed using a Diagnostica Stago STArt 4 Hemostasis Analyzer according to the manufacturer’s protocol. Immediately before measurement, plasma was diluted 1/5 with Stago diluent buffer.

### GLUT4 immunofluorescence

Animals were sacrificed after 8 weeks on the diet regimen and perfused with PBS. Segments of the thoracic aorta and the entire skeletal muscle were immediately frozen in TissueTek® Optimal Cutting Temperature Compound on dry ice. Ten micrometer sections were rehydrated in PBS, permeabilized with 0.3 % Triton-X-100, and incubated overnight with rabbit anti-glucose transporter GLUT4 antibody (Abcam, Cambridge, MA, ab654) at 1:50 followed by Alexa Fluor®568 goat anti-rabbit IgG (Invitrogen) at 1:800. Stained sections were mounted in fluorescence mounting medium containing DAPI. Images were collected under controlled exposure and gain settings with an Eclipse 80i (Nikon, Tokyo, Japan) with SPOT™ software (SPOT™ Imaging Solutions, Sterling Heights, MI). Six aortic and 2 skeletal muscle sections from each of 3 WT and 4 KO mice per diet group were stained for GLUT4. The mean fluorescence intensity of GLUT4 staining in the skeletal muscle was determined using ImageJ to quantify the fluorescence intensity of 20 myofibers from each mouse.

### Statistics

Statistical analyses of the metabolic parameters and GLUT4 quantification were performed using 2-way ANOVA followed by Bonferroni post-hoc tests. For repetitive measurements made over time (GTT, glucose, insulin), a 2-way ANOVA followed by Bonferroni post-hoc tests was performed at each time-point. The area under the curve (AUC) of the glucose tolerance test was determined using the statistical software in Graphpad. P-values for pAKT densitometry and prothrombin time were calculated using a two-tailed, unpaired *t*-test. Statistically significant transcriptional dysregulation after HFD was determined by applying the one sample *t*-test function within Acuity® to the [HFD/chow] fold-change results to calculate a p-value for each transcript. Transcripts differentially dysregulated by HFD in the WT and KO strains were determined by performing a two-tailed, unpaired *t*-test between the two groups.

## Results

### Metabolic characterization of the galectin-3 (−/−) type II diabetic mouse model

As expected, both KO and WT mice on HFD have significant weight gain compared to chow-fed controls, and this weight gain is similar between the strains (Fig. 1a). Before the onset of the diet regimen, it was evident that *Lgals3 (−/−)* mice have higher fasting glucose levels than WT (153 ± 51 mg/dL vs. 95 ± 15 mg/dL, mean ± SD, *n* = 21–32, *P* < 0.0001). During the first 2 weeks of high-fat feeding, KO mice displayed a sharp increase in fasting glucose levels, which remained high for the duration of the study; whereas fasting glucose levels of WT mice on HFD increased at a steady rate, reaching statistical significance at 4 weeks, and then leveled off (Fig. 1b). By the completion of the 8 week diet regimen, fasting glucose of the KO was substantially higher than that of the WT on HFD (Fig. 1b).

**Fig. 1:**
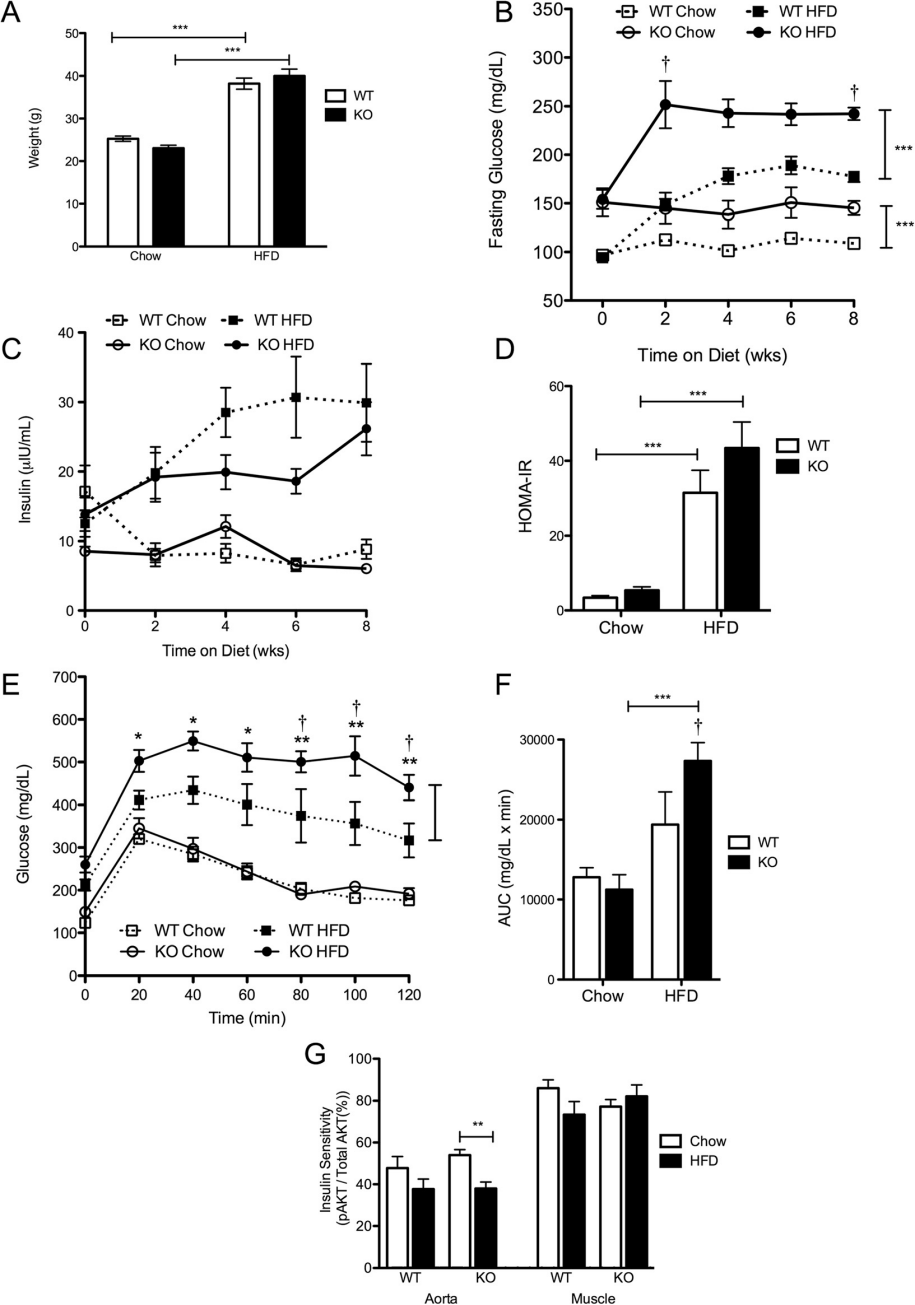
Endocrine Responses of KO vs. WT mice fed a high-fat diet. (**a**) Weight after 8 weeks of diet (HFD *n* = 19-23; Chow *n* = 16-17). Increase in fasting glucose (**b**) and insulin (**c**) levels over the time course of the diet regimen (HFD *n* = 7-26; Chow *n* = 4-22). (**d**) HOMA-IR calculated from fasting glucose and insulin levels after 8 weeks of diet *(n =* 9-10). (**e**) Glucose tolerance test performed by measuring glucose levels every 20 min after i.p. injection of glucose (1 mg/kg, *n* = 8-9) and (**f**) corresponding area under the glucose tolerance curve. (**g**) Sensitivity of aortic and skeletal muscle tissues to insulin challenge (60 U/kg) after 8 weeks of high-fat or chow diet measured by western blotting for phosphorylated AKT. Densitometry was performed using Image J, and pAKT levels are expressed as a percentage of total AKT levels (*n* = 3-8). Data is shown as mean ± SEM. *P < 0.05;**P < 0.01; ***P < 0.001; ^†^ *P* < 0.05 for the interaction of diet and genotype determined by 2-way ANOVA

Fasting insulin levels were consistently lower in the KO over the time course of the study until the 8 week time-point (Fig. 1c). Due to higher glucose levels and similar or lower insulin levels, homeostatic model assessment of insulin resistance (HOMA-IR) is higher in KO vs. WT on chow and HFD, but not significantly (Fig. 1d). After 5 weeks of HFD, both WT and KO mice have significantly impaired glucose tolerance compared to chow-fed controls as shown by the GTT, but this impairment is more severe in the KO (Fig. 1e, f).

Furthermore, exposure to HFD for 8 weeks does not result in a reduced response to insulin as reflected by similar levels of skeletal muscle AKT phosphorylation following an *in vivo* insulin challenge in both KO and WT mice on HFD (Fig. 1g, Additional file 3). However, a greater reduction in phosphorylated AKT levels was observed in aortic tissue lysates from *Lgals3 (−/−)* mice after HFD, indicating the onset of vascular insulin resistance (Fig. 1g). After 8 weeks of high-fat feeding, the level of circulating AGEs in the blood of HFD mice remain similar to that of chow-fed controls. Furthermore, there is no difference in AGE levels between the two strains [KO HFD: 1.8 ± 0.7 ng/mg protein; KO Chow: 1.7 ± 0.3 ng/mg protein; WT HFD: 1.7 ± 0.3 ng/mg protein; WT Chow: 1.7 ± 0.3 ng/mg protein (mean ± SD, *n* = 9 for HFD and *n* = 7 for chow)].

### Endothelial cell isolation

Endothelial cells were sorted by FACS based on positive expression of the endothelial cell-surface glycoprotein, endoglin (CD105). Endoglin is a component of the TGF-β receptor complex and is important in angiogenesis [26]. While predominantly expressed in endothelial cells, endoglin may also be expressed on activated monocytes and tissue macrophages [27]. Therefore, we also stained for the common leukocyte antigen, CD45, and excluded all CD45^+^ cells from our sorting gate. FACS sorting yielded approximately 10,000 CD105^+^/CD45^−^, live cells from each pooled sample. Figure 2 shows representative FACS profiles of skeletal muscle and aortic tissue digests, with the sorted endothelial cell population representing 5.7 % and 6.6 % of the live, CD45^−^ cell populations.

**Fig. 2:**
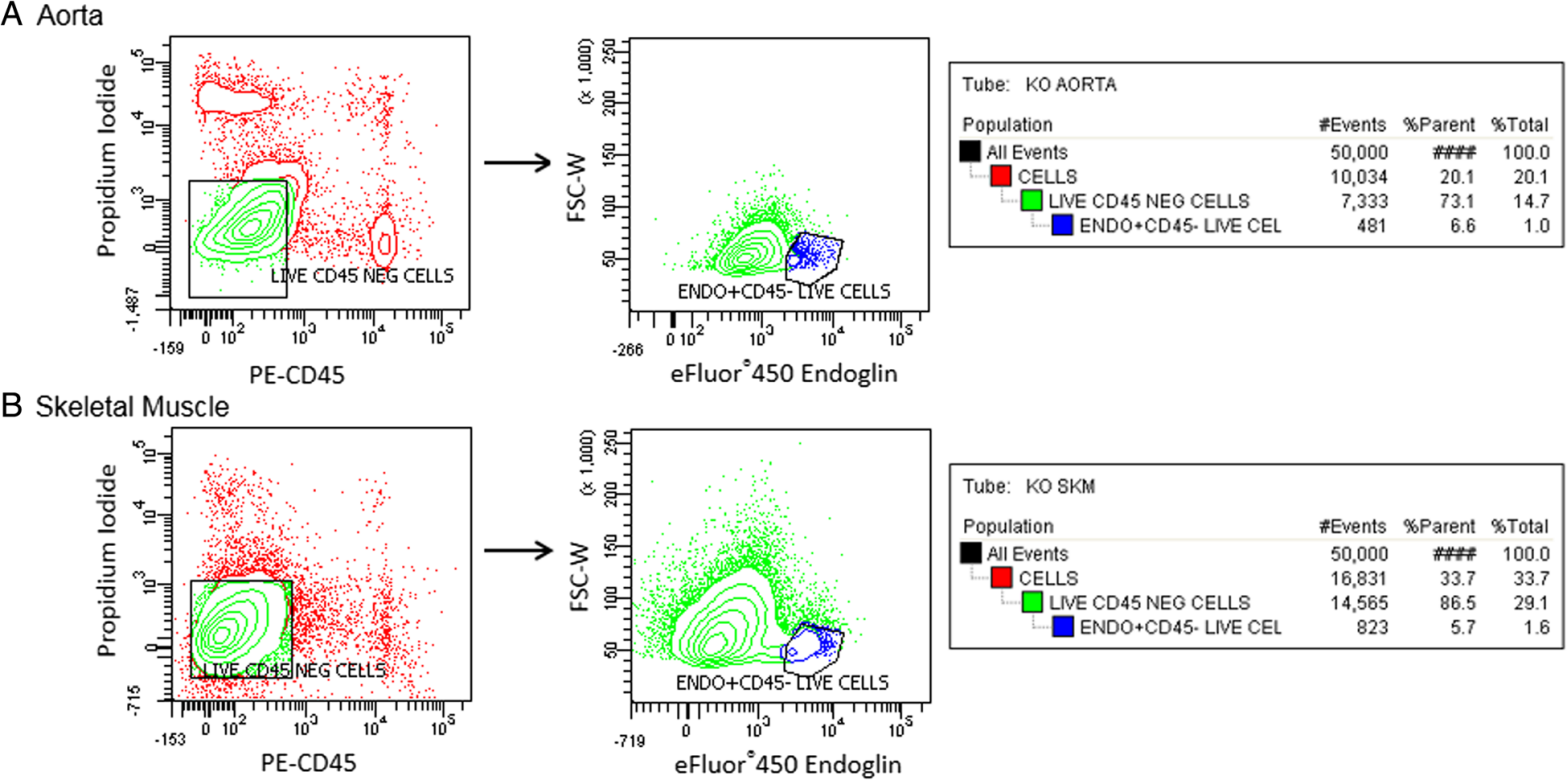
FACS isolation of Galectin-3 (−/−) endothelium. a Collagenolytic digests of aortae (**a**) and leg muscles (**b**) of Galectin-3 (−/−) and C57BL/6 mice were labeled with eFluor450-Endoglin, PE-CD45, and live/dead stain. Live, Endoglin^+^/CD45^−^ cells were sorted directly into TRIzol reagent for subsequent gene expression analysis

Using this same technique and applying the same sorting gate on GFP^+^ endothelial cells from Tie2-GFP mice showed that approximately 75 % of GFP^+^ cells also display a high signal for CD105. The specificity of the endoglin antibody was also tested on C2C12 muscle cells, which showed no endoglin positive cells. This technique was much more specific than sorting based on CD31 expression and stained a greater number of GFP^+^ endothelial cells than TIE2 or CD146 antibodies tested. Additional files 4 and 5 show FACS profiles of the sorted endothelial population as well as negative controls and testing of endoglin specificity.

### Transcriptional results and pathway analysis

Tables 1 and 2 display fold-change of selected transcripts with |log_2_ fold-change [HFD/chow]| >1 in all 3 distinct aortic or skeletal muscle endothelial hybridization experiments for both strains. These transcripts were selected based on level of dysregulation, or for their roles in diabetic or cardiovascular pathophysiology, or known connection to galectin-3. 

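The transcriptional data came from 24 single-colour Agilent mouse arrays, 1 for each combination of aorta or skeletal muscle, WT or KO, HFD or chow, and experiment 1, 2 or 3. Each array carried RNA of sorted endothelial cells, pooled from 3 mice by the paper's methods and from 3 to 4 by the deposited description, after 8 weeks on a diet with 60% (HFD) or 12% (chow) of its calories from fat. The authors deposited the output of the scanner's Feature Extraction software, which gives a processed signal, after background subtraction, for each of 45018 spots. They also deposited a table of log2 values that differ from the log2 of these signals by 1 constant per array, which puts the 75th percentile of the arrays of a tissue at a common value. The paper's text does not name the normalization behind its fold changes. Here each signal was divided by its array's 75th percentile over the 43379 non-control spots and put on the log2 scale. Spots that the software marked as outliers were left out, and the spots of a probe were averaged, which gave 41174 probes. Between 59.6% and 75.7% of the non-control spots of an array were well above background, with a median of 65.0%. A probe was tested in a tissue when it was well above background on every array of at least 1 of the tissue's 4 groups, which held for 25865 probes in aorta and 25682 in muscle. A gene was read on its brightest probe in the tissue. HFD and chow were compared within each experiment, since the 4 groups of a tissue and experiment lay on 1 slide. Tests across all probes used limma with Benjamini-Hochberg adjustment, and single values of KO and WT were compared by a 2-sided exact permutation test, in which 3 values against 3 cannot give a p under 0.1. The number of arrays limits the precision of every value.
The probe for Lgals3, the gene deleted in the KO, was well above background on 24 of 24 arrays. It was higher on the array labelled KO in 11 of the 12 pairs of the same tissue, diet and experiment, with a fitted difference between KO and WT of 1.28 on the log2 scale (standard error 0.28, limma adjusted p = 0.09). Its mean log2 signal relative to the array's 75th percentile (± SD, n = 3) was 2.56 ± 0.29 in WT chow, 1.79 ± 1.23 in WT HFD, 4.19 ± 0.33 in KO chow and 3.23 ± 0.89 in KO HFD in the aorta. In the muscle it was 4.69 ± 0.34 in WT chow, 3.45 ± 0.17 in WT HFD, 4.94 ± 0.27 in KO chow and 5.22 ± 1.01 in KO HFD. Where the probe lies relative to the deleted exons was not analysed here. WT and KO are given below as the deposited arrays are labelled. At 34 probes that differed between the strains in experiments 2 and 3, chosen after the values of the arrays had been seen, the HFD arrays of experiment 1 lay between the levels of the strains. On a scale from 0 (WT level) to 1 (KO level), the arrays labelled WT HFD lay at 0.196 in aorta and 0.389 in muscle, and those labelled KO HFD at 0.397 in aorta and 0.428 in muscle.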

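Every one of the 27 transcripts of Table 1 had a probe for the accession that the table gives, as did 29 of the 33 transcripts of Table 2. In Table 1, the log2 ratio of HFD to chow was above 1, or below −1, in all 3 experiments for 9 transcripts in WT and 18 in KO, with 6 in both strains and 6 in neither. In Table 2 it was so for 8 transcripts in WT and 9 in KO, with 5 in both strains and 17 in neither. With experiment 1 left out, the count for WT in Table 2 was 17, the largest change of these counts among the settings tried. The mean change was larger in KO than in WT for 22 of 27 transcripts of Table 1, by more than the SD of either strain for 4, and larger in WT for 5, by more than either SD for 2. In Table 2 the mean change was larger in KO for 15 of 29 transcripts and in WT for 14, by more than either SD for 5 and 6. The median SD between experiments was 1.02 in WT and 0.81 in KO for Table 1.
By limma, 12 transcripts of Table 1 in WT and 24 in KO had an unadjusted p under 0.05 between HFD and chow, and 0 in each strain after adjustment over all probes tested. Adjusted over the list alone, 11 in WT and 23 in KO had a p under 0.05. In Table 2 there were 19 in WT and 17 in KO before adjustment, 0 in each over all probes, and 16 and 10 adjusted over the list alone. The study chose both lists on these arrays, so the counts over the list alone are not independent evidence.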

Complete microarray data may be found in the Gene Expression Omnibus under record number GSE57329.

**Table 1:** Aortic endothelial responses of KO and WT mice after 8 weeks of HFD vs. chow

Genbank accession	Gene name	WT H/C	KO H/C
NM_007606	carbonic anhydrase 3	−3.66	−3.81
NM_007617	caveolin 3	1.49	2.91
NM_007728	coagulation factor C homolog	−1.42	−2.07
NM_007736	collagen, type IV, alpha 5	0.68	2.17
NM_007925	Elastin	1.06	1.79
NM_007940	epoxide hydrolase 2, cytoplasmic	−0.84	−1.42
NM_008764	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin)	1.32	4.04
NM_008966	prostaglandin F receptor	0.98	2.01
NM_009204	solute carrier 2a4 (Glut4)	−1.06	−2.19
NM_009325	thromboxane A2 receptor	1.19	1.43
NM_009605	adiponectin, C1Q and collagen domain containing	−5.47	−4.11
NM_009928	collagen, type XV, alpha 1	1.95	2.96
NM_010171	coagulation factor III	0.83	1.58
NM_010570	insulin receptor substrate 1	0.51	1.34
NM_010766	macrophage receptor with collagenous structure	1.07	4.14
NM_011101	protein kinase C, alpha	0.75	2.39
NM_011580	thrombospondin 1	−1.71	−0.20
NM_013459	complement factor D (adipsin)	−4.26	−4.02
NM_018762	glycoprotein 9 (platelet)	−0.50	−2.77
NM_020509	resistin like alpha	−4.44	−2.45
NM_021282	cytochrome P450, family 2, subfamily e, polypeptide 1	−4.50	−4.79
NM_022984	Resistin	−4.27	−4.49
NM_026280	matrix-remodelling associated 7	1.27	1.94
NM_028784	coagulation factor XIII, A1 subunit	−2.32	−0.97
NM_053185	collagen, type IV, alpha 6	0.76	1.75
NM_153526	insulin induced gene 1	−0.30	−1.34
NM_178793	collagen and calcium binding EGF domains 1	0.07	1.48

Transcripts shown are dysregulated > 1log_2_ [fold change] in either KO or WT compared to their respective chow-fed controls

**Table 2:** Skeletal muscle endothelial responses of KO and WT mice after 8 weeks of HFD vs. chow

Genbank accession	Gene name	WT H/C	KO H/C
NM_008491	lipocalin 2	−1.23	−2.06
NM_011784	apelin receptor	1.56	1.52
NM_009325	thromboxane A2 receptor	1.78	1.74
NM_019985	C-type lectin domain family 1, member b	0.64	−1.03
BC007177	cyclin L1	−0.06	−1.15
NM_010104	endothelin 1	−0.48	−1.15
AK042211	endothelin receptor type A	−0.85	−1.44
NM_009605	adiponectin, C1Q and collagen domain containing	0.26	−1.16
NM_021896	guanylate cyclase 1, soluble, alpha 3	−1.31	−1.16
NM_009694	apolipoprotein B mRNA editing enzyme, catalytic polypeptide	0.58	−1.18
NM_026672	glutathione S-transferase, mu 7	−0.75	−1.32
NM_007413	adenosine A2b receptor	−0.49	−1.35
NM_177687	cAMP responsive element binding protein-like 2	−1.23	−1.67
NM_008161	glutathione peroxidase 3	−1.84	−1.68
NM_053247	lymphatic vessel endothelial hyaluronan receptor 1	0.90	−1.20
NM_009805	CASP8 and FADD-like apoptosis regulator	0.39	−1.02
NM_013459	complement factor D (adipsin)	−1.77	−3.65
NM_009928	collagen, type XV, alpha 1	2.59	2.27
NM_011607	tenascin C	2.00	1.11
NM_021281	cathepsin S	3.30	1.45
X70100	fatty acid binding protein 5, epidermal	1.47	0.94
L38613	glucagon receptor	1.39	0.17
J05020	Fc receptor, IgE, high affinity I	1.37	1.15
NM_011311	S100 calcium binding protein A4	1.30	2.01
NM_008332	interferon-induced protein with tetratricopeptide repeats 2	1.05	0.50
NM_008329	interferon activated gene 204	1.18	0.65
NM_008620	guanylate binding protein 4	1.05	0.52
AK087208	endothelial PAS domain protein 1	−1.06	−0.78
NM_178020	hyaluronoglucosaminidase 3	−1.11	−0.20
AK032692	immediate early response 2	−1.18	−0.36
AK163452	aldehyde dehydrogenase 2, mitochondrial	−1.33	−0.55
NM_133808	high density lipoprotein (HDL) binding protein	−0.57	0.05
NM_027286	Angiotensin I converting enzyme	−1.36	−0.58

Transcripts shown are dysregulated >1log_2_ [fold change] in either KO or WT compared to their respective chow-fed controls

Data analysis using IPA® revealed “Cardiovascular System Development and Function” as a top over-represented biological function with dysregulated transcripts presented in Additional file 6. 

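Additional file 6 lists 29 names for WT and 87 for KO, of which 12 stand in both lists. A probe was found for 29 of the WT list and 86 of the KO list, where Bcl2 stands under 2 spellings and was counted once, which leaves 85 transcripts. In the aortic endothelium of its own strain, the mean log2 ratio of HFD to chow was past 0.75 in either direction for 22 transcripts of the WT list and 82 of the KO list. It was past 0.75 in the same direction in all 3 experiments for 19 of the WT list and 38 of the KO list. Of the KO list, 79 transcripts had a larger mean change in KO than in WT, 51 were past 0.75 in the same direction in both strains, and 2 were past it in opposite directions. Of the 29 transcripts of the WT list, 17 had a larger mean change in KO than in WT. With experiment 2 left out, 69 of the KO list were past 0.75 on the mean, the largest change among the settings tried. The study chose these transcripts on the same arrays. The enrichment itself was not analysed here.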

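KO HFD and WT HFD arrays of the aorta were compared at 34 genes of the coagulation cascade, a list drawn up from general knowledge of the cascade and not from Additional file 7. Of these, 26 had a tested probe. The log2 ratio of KO HFD to WT HFD was above 0 for 18 of them and below 0 for 8, with a median of 0.14 and a mean of 0.30. The median was 0.10 in experiment 1, 0.23 in experiment 2 and 0.09 in experiment 3. The ratio was above 1 for 7 genes in experiment 1, 3 in experiment 2 and 2 in experiment 3, and below −1 for 3 genes in experiment 2. It was above 0 in all 3 experiments for 7 genes and above 1 in all 3 for 0. The list as a whole gave p = 0.0358 by limma's camera with a preset correlation of 0.01 between genes, 0.104 after adjustment over the 70 list tests made here, and p = 0.38 by fry, which estimates the correlation. With experiment 1 left out the camera p was 0.225, with experiment 3 left out 0.0592, and after quantile normalization 0.0505. Of the single genes, 0 had a limma p under 0.05, whether unadjusted, adjusted over all probes or adjusted over the list alone. The KO HFD and WT HFD arrays of an experiment lay on 1 slide, and a fit with the slide as a block, run for these genes after their values had been seen, also gave 0 in each way, with a smallest unadjusted p of 0.0856. Over all 25865 probes, limma gave 297 at an unadjusted p under 0.05, or 452 with the slide as a block, and 1 after adjustment. That probe has no gene symbol (limma adjusted p = 0.0057). It was well above background on 3 of 3 WT HFD arrays and 0 of 3 KO HFD arrays, so the size of the difference is a bound. It was at least 2.73-fold higher in WT HFD, with each KO HFD array taken at no less than the lowest signal among its probes well above background. It was not past the threshold in any setting that left out an experiment. The same probe was also 1 of 38 that differed between the strains over all 24 arrays. There it was well above background on 12 of 12 WT and 1 of 12 KO arrays, so its difference was not confined to HFD. The HFD arrays of experiment 1 lay between the strains at probes that tell them apart.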

Analysis of differentially regulated aortic endothelial transcripts between KO HFD and WT HFD mice revealed the “Coagulation Cascade” to be a highly up-regulated pathway in the KO HFD endothelium. Log_2_ fold change [KO HFD/WT HFD] of transcripts belonging to this canonical pathway are shown in Additional file 7.

The expression levels of selected dysregulated transcripts were evaluated by qPCR. These genes include caveolin-3 (*Cav3*), insulin receptor substrate-1 *(Irs-1*), glucose-6-phosphatase (*G6pc*), the glucose transporter *Glut4* (*Slc2a4*), resistin-like alpha (*Retnla*), prostaglandin F receptor (*Ptgfr*), ceruloplasmin (*Cp)*, macrophage receptor with collagenous structure (*Marco*), lymphatic vessel endothelial hyaluronan receptor 1 (*Lyve1*), and insulin-like growth factor 1 (*Igf1)* and its receptor, *Igf1r*. The real-time PCR expression levels are presented in Fig. 3 as log_2_ fold change [HFD/control] for KO and WT strains. The corresponding fold-changes derived from the microarray data are also shown for comparison.

**Fig. 3:**
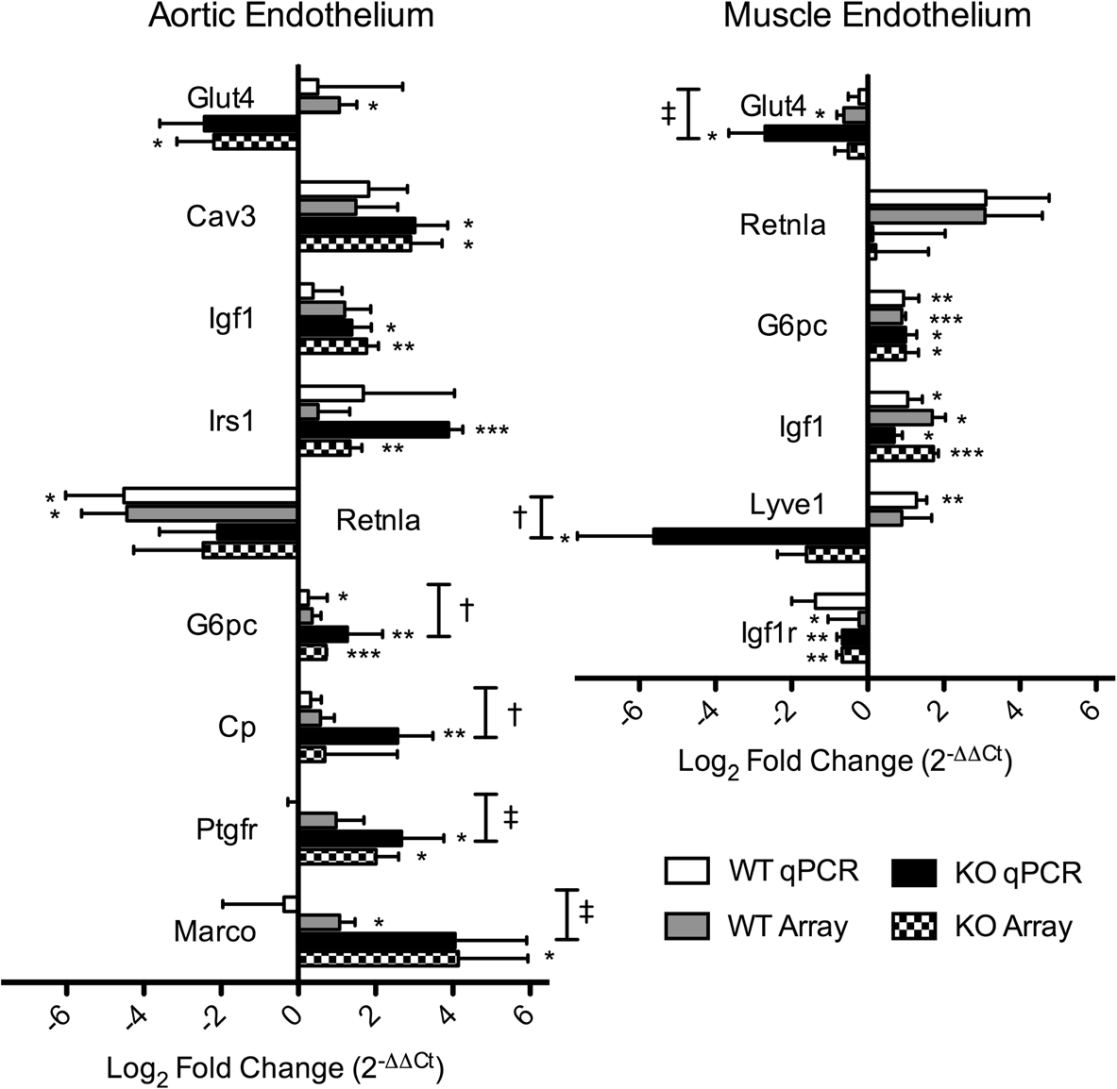
Log_2_ fold change of endothelial transcripts dysregulated by HFD in KO and WT mice**.** Log_2_ fold change of endothelial transcripts dysregulated by high-fat diet vs. chow diet in the aortic endothelium (**a**) and skeletal muscle endothelium (**b**) of Galectin-3 (−/−) and WT mice after 8 weeks of feeding were determined by qPCR and microarray analyses. Data is presented as mean + SEM. *P ≤ 0.1, **P < 0.05, and ***P < 0.01 by one sample *t*-test. ^‡^ *P* ≤ 0.1 and ^†^ *P* < 0.05 vs. WT

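On the arrays, the log2 ratio of HFD to chow of Cav3 in the aortic endothelium was 1.495 ± 1.882 (SD, n = 3 experiments, as for all values that follow) in WT and 2.912 ± 1.402 in KO (exact permutation test, p = 0.4). For Ptgfr the ratio was 0.99 ± 1.25 in WT and 2.01 ± 1.01 in KO (exact permutation test, p = 0.2). Retnla had a ratio of −4.42 ± 2.02 in WT and −2.46 ± 3.08 in KO (exact permutation test, p = 0.4), and its level on the single arrays went with that of a list of macrophage transcripts. For Cp the ratio was −0.56 ± 0.62 in WT and 0.69 ± 3.24 in KO (exact permutation test, p = 0.9). With 1 experiment left out, the mean lay between 0.50 and 2.38 for Cav3 in WT, between 0.30 and 1.51 for Ptgfr in WT and between −3.82 and −0.79 for Retnla in KO. The KO value of Cp rests on experiment 1, where it was 4.43, and without that experiment the mean was −1.18. In WT the ratio of Cp was −0.49, 0.03 and −1.21 in experiments 1, 2 and 3. Cp was also 1 of the probes that differed between the strains over all 24 arrays.
In the muscle endothelium, Retnla had a ratio of 3.07 ± 2.62 in WT and 0.08 ± 2.35 in KO (exact permutation test, p = 0.2). The KO value of Retnla was −0.97 without experiment 1 and 1.35 without experiment 3, and the WT value was 1.68 without experiment 2. The ratio of G6pc was 0.39 ± 0.82 in WT and 0.32 ± 0.71 in KO (exact permutation test, p = 0.9), and without experiment 2 it was −0.01 in WT and −0.06 in KO. For Igf1 it was 1.51 ± 0.93 in WT and 1.30 ± 0.32 in KO (exact permutation test, p = 0.9). Without experiment 2 the WT value of Igf1 was 0.99. Igf1r had a ratio of −1.21 ± 0.68 in WT and −0.58 ± 0.12 in KO (exact permutation test, p = 0.1). Of the other probes for Igf1r, 1 fell in both strains and 1 rose in both, by 0.65 in WT and 2.55 in KO on the mean.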

### Physiological assessment of coagulation pathway activity

Due to the up-regulation of transcripts involved in the coagulation pathway in the aortic endothelium from KO diabetic mice compared to WT diabetic mice, coagulation activity was assessed in the plasma after 8 weeks of high-fat or chow diet. While no difference in prothrombin time (PT) was observed between chow-fed KO and WT animals, high-fat-fed KO animals displayed reduced PT compared to chow-fed controls and high-fat-fed WT mice (Fig. 4).

**Fig. 4:**
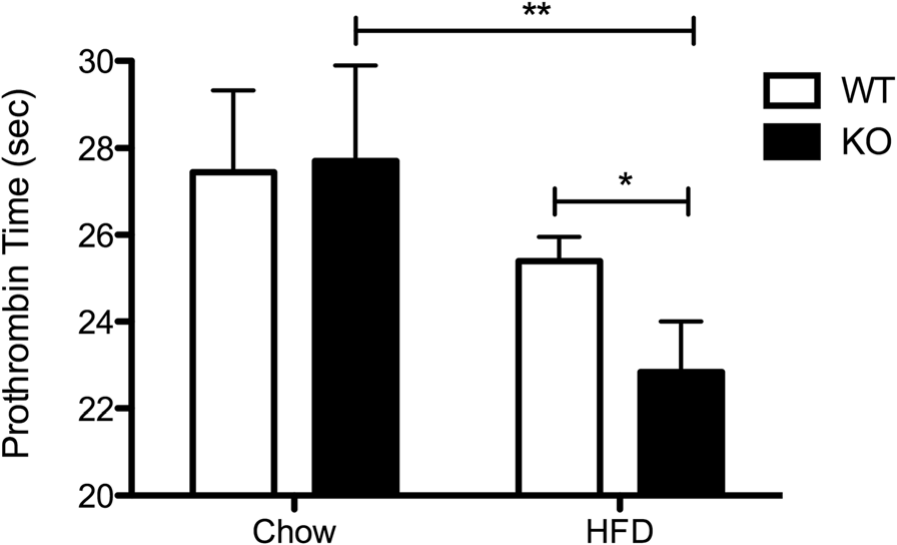
Activation of the extrinsic coagulation pathway in diabetic KO mice**.** Prothrombin time of citrate-anticoagulated plasma from WT and KO mice fed a high-fat or chow diet for 8 weeks was assessed by measuring the time to coagulation following the addition of a calcium thromboplastin reagent using a Diagnostica Stago Start 4 Hemostasis Analyzer. *P <0.05; **P <0.01. *N* = 3 WT animals and *n* = 4-5 KO animals

### GLUT4 expression in skeletal muscle and aortic endothelium

Immunofluorescence staining for GLUT4 in skeletal muscle sections from chow- and HFD-fed WT and KO mice, revealed reduced protein expression in both strains after 8 weeks of high-fat feeding compared to chow-fed controls (Fig. 5). In chow-fed animals, intense GLUT4 fluorescence was localized to the plasma membrane with staining in the cytosol as well (Fig. 5). KO mice on either diet displayed less GLUT4 fluorescence compared to the WT strain. Diabetic KO mice had greatly reduced levels of GLUT4, especially at the membrane, compared to all other groups (Fig. 5). In the aortic endothelium, similar levels of GLUT4 were observed in chow and HFD WT animals (Fig. 6). However, KO mice fed a high-fat diet had less endothelial GLUT4 compared to chow-fed KO mice and WT mice on either diet (Fig. 6).

**Fig. 5:**
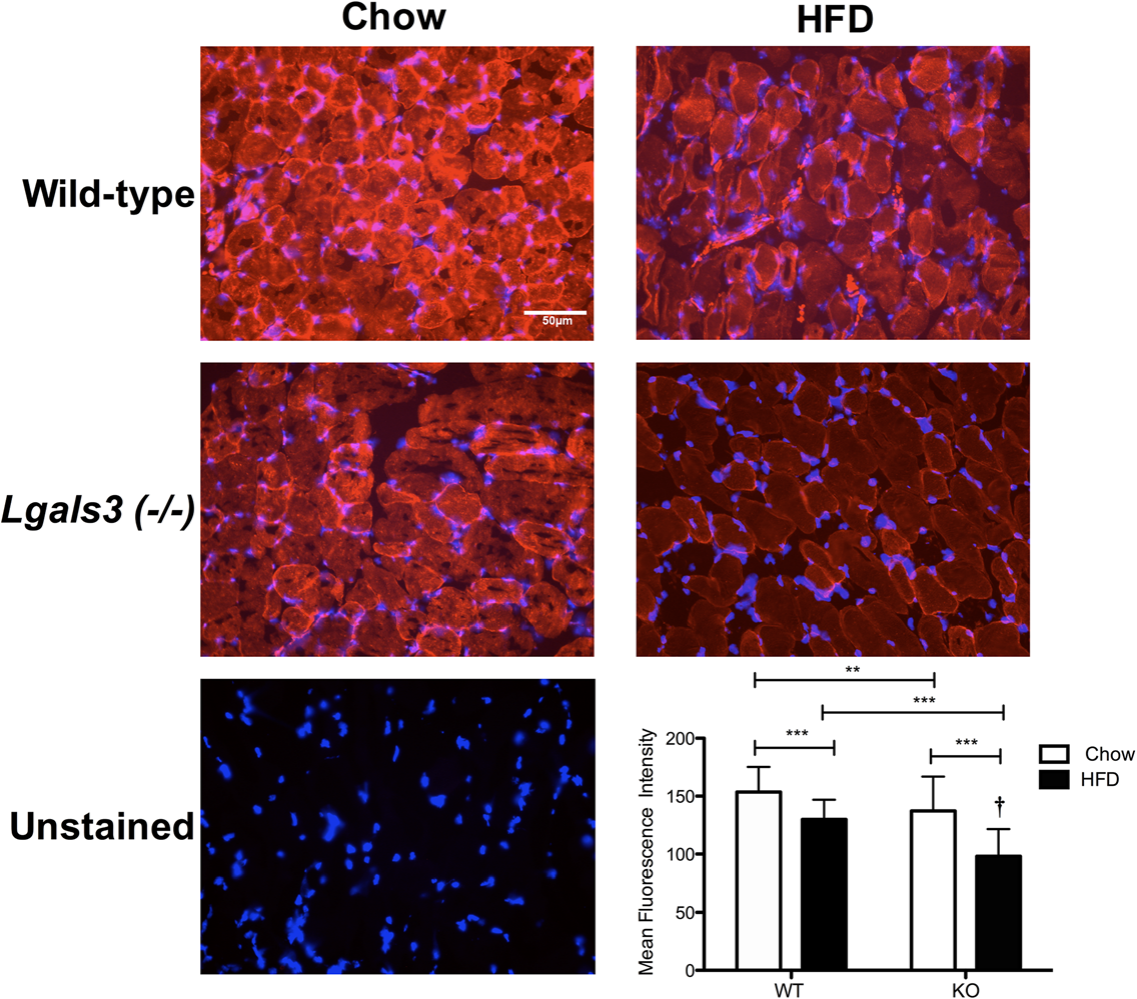
Immunofluorescence staining for GLUT4 protein in the skeletal muscle of WT and KO mice. Ten micrometer, fresh-frozen sections from KO and WT mice fed a high-fat or chow diet for 8 weeks were incubated overnight with rabbit anti-mouse GLUT4 antibody followed by incubation with an Alexa Fluor®568-conjugated goat anti-rabbit IgG secondary antibody followed by mounting in fluorescence mounting medium containing DAPI. Representative images from 3 WT and 4 KO mice per group are shown at 40X magnification. Primary antibody was omitted from the unstained control. Mean fluorescence intensity of 20 myofibers from 2 sections per animal was quantified using Image J. **P < 0.01; ***P <0.001 by 2-way ANOVA followed by Bonferroni post-hoc tests. ^†^ *P* < 0.05 for the interaction of diet and genotype by 2-way ANOVA

**Fig. 6:**
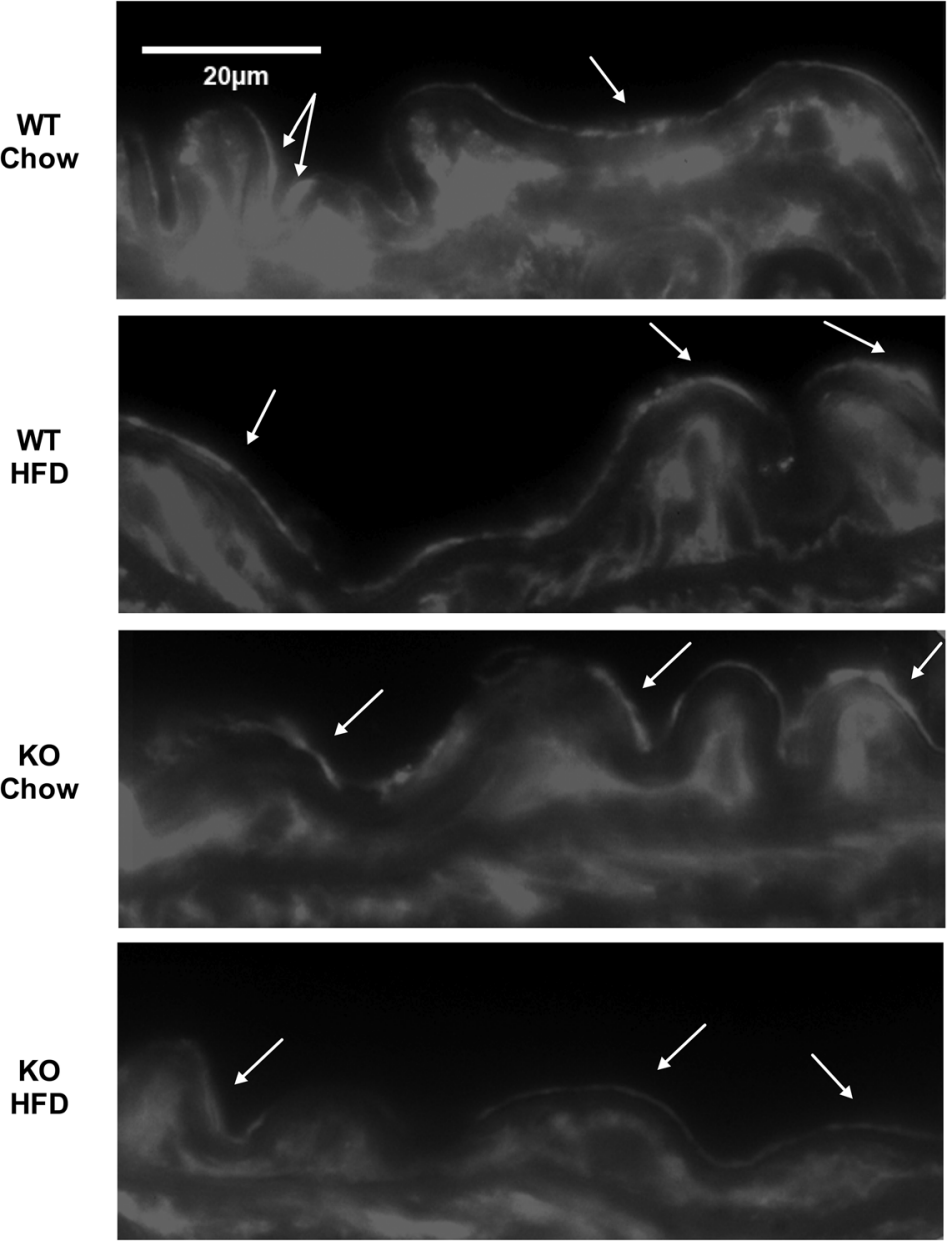
Immunofluorescence staining for GLUT4 protein in aortic cross-sections from WT and KO mice. Ten micrometer, fresh-frozen sections from KO and WT mice fed a high-fat or chow diet for 8 weeks were incubated overnight with rabbit anti-mouse GLUT4 antibody followed by incubation with an Alexa Fluor®568-conjugated goat anti-rabbit IgG. Representative images from 3 WT and 4 KO mice per group are shown at 100X magnification in grayscale. Arrows indicate areas of GLUT4 staining in the endothelial cell cytoplasm. No staining was observed in unstained controls where primary antibody was omitted (not shown)

## Discussion

Galectin-3 (−/−) mice display greater metabolic derangement in response to HFD compared to WT mice, including both extreme hyperglycemia and impaired response to glucose challenge (Fig. 1). Our study indicates that the elevated glucose levels observed in the galectin-3 knockout may be explained by impaired glucose utilization due to reduced levels of GLUT4. Our transcriptional data revealed exacerbated down-regulation of *Glut4* mRNA in the KO, by more than 2-fold in the aortic endothelium and 4-fold in the muscle endothelium compared to WT (Fig. 3). 

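The probe for Glut4 (Slc2a4) was well above background on every array. In the aortic endothelium, its log2 ratio of HFD to chow was −1.06 ± 0.80 (SD, n = 3) in WT and −2.19 ± 1.66 in KO. In experiments 1, 2 and 3 the ratio was −0.62, −1.98 and −0.57 in WT, and −3.99, −0.73 and −1.84 in KO, so that the fall was larger in KO in 2 of 3 experiments. The difference of −1.13 between the strains was smaller than its SD of 2.31 over the experiments (exact permutation test, p = 0.4), and the limma test of the difference gave an adjusted p of 1. Without experiment 1 the mean ratio was −1.27 in WT and −1.29 in KO, and without experiment 2 the mean in WT was −0.60. In the muscle endothelium the ratio was −0.64 ± 0.31 in WT and −0.52 ± 0.60 in KO (exact permutation test, p = 0.8), and −0.19 in KO without experiment 3.
Over the 12 aortic arrays, the deviation of Glut4 from its group mean went with that of a list of 12 adipocyte transcripts. Pearson's r was 0.76 (exact permutation test within groups, p = 0.0409, 0.0613 after adjustment over 6 relations) and Spearman's rho 0.71 (exact permutation test, p = 0.0463). Within slides r was 0.77. Without the 2 arrays farthest from the median of the adipocyte list it was 0.44, so the relation rests in part on those arrays.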

Immunofluorescence confirmed the reduced abundance of GLUT4 protein in both tissues of the KO after high-fat feeding (Figs. 5, 6).

Interestingly, chow-fed KO mice display isolated hyperglycemia, which may be useful to elucidate pathways specifically related to increased glucose. Chow-fed KO mice also show reduced abundance of GLUT4 protein relative to WT chow animals. Since GLUT4 is the primary transporter responsible for glucose uptake into insulin-sensitive tissues such as muscle and fat, reduced levels of GLUT4 likely contributes to the hyperglycemia and metabolic dysfunction observed in the KO.

The down-regulation of *Glut4* expression has been reported in several models of diabetes and cardiovascular disease. It has long been known that high-fat feeding reduces GLUT4 expression in insulin-sensitive tissues, such as skeletal muscle and fat [28]. In a rat model of type II diabetes induced by high-fat feeding and streptozotocin injection, cardiac GLUT4 protein was reduced, likely contributing to the decrease in glucose metabolism in the diabetic heart [29]. Isoproterenol treatment has also been shown to decrease *Glut4* expression, while treatment with the dipeptidyl peptidase 4 inhibitor, vildagliptin, improved *Glut4* mRNA expression [30]. In the aortae of angiotensin II hypertensive mice, GLUT4 expression was reduced by 46 % [31]. Gaudreault et al. observed more than 50 % reduction in GLUT4 protein in *en face* preparations of coronary artery endothelial cells from STZ-treated rats exposed to hyperglycemia for 8 weeks [32]. They also showed altered localization of GLUT4 from the abluminal to the luminal side of the endothelial cell derived from diabetic rats [32].

Studies of the *Glut4* promoter have identified “high-fat responsive elements” and PPARγ regulation of transcription in adipocytes [33, 34]. In muscle, *Glut4* expression is regulated by several factors including myocyte enhancer factor 2 (MEF2), GLUT4 enhancer factor (GEF), MyoD myogenic proteins, thyroid hormone receptors, and Kruppel-like factor 15 (KLF15) [35, 36]. These studies demonstrate that GLUT4 expression is subject to metabolic and tissue-specific regulation. To our knowledge, we are the first to report a link between galectin-3 and the expression of GLUT4. Further studies are necessary to understand the molecular basis of the expression of *Glut4* in endothelial cells and the role of galectin-3 in the regulation of *Glut4* expression.

Our studies show that galectin-3 ablation results in the down-regulation of *Glut4* transcription as well as decreased abundance of GLUT4 protein. GLUT4 immunofluorescence in skeletal muscle sections appears to indicate a reduced localization of GLUT4 to the cell membrane in galectin-3 (−/−) mice compared to WT. However, further studies are necessary to determine if galectin-3 directly regulates the cell surface expression of GLUT4 and thereby affects glucose flux across the cell.

It is possible that the elevated glucose levels in the KO are due to hepatic insulin resistance, which may lead to increased gluconeogenesis and glycogenolysis. However, a recent study did not find any up-regulation of proteins involved in gluconeogenesis in the liver of the KO vs. WT mice [37]. It is also possible that the dysregulation of other glucose transporters contributes to the observed hyperglycemia. Our transcriptional data also revealed the down-regulation of the insulin-independent glucose transporter, GLUT1, in the aortic endothelium of the KO, but to a lesser degree than GLUT4 and not significantly different from its down-regulation in WT animals. However, it is possible that its expression is reduced in other tissues, contributing to decreased glucose uptake. 

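GLUT1 (Slc2a1) had a log2 ratio of HFD to chow of −0.54 ± 0.24 (SD, n = 3) in the aortic endothelium of WT and −0.71 ± 0.80 in that of KO. The ratio was below 0 in all 3 experiments in each strain. In KO it was −1.64 in experiment 1, −0.30 in experiment 2 and −0.20 in experiment 3, with a mean of −0.25 without experiment 1. The difference of −0.18 between the strains was smaller than its SD of 0.63 (exact permutation test, p = 0.9). By limma, the fall had an unadjusted p of 0.169 in WT and 0.0822 in KO, and adjusted p values of 0.936 and 0.488.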

We did not find altered expression of GLUT1 in the muscle endothelium, but its expression in whole muscle tissue of the KO has not been investigated. Similarly, a recent study on the visceral adipose tissue of the KO did not observe differential expression of GLUT1 [37].

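In the muscle endothelium, the log2 ratio of HFD to chow of GLUT1 was −0.12 ± 0.39 (SD, n = 3) in WT and −0.28 ± 0.42 in KO, with a limma adjusted p of 0.906 and 0.775. Each mean was smaller than its SD. The strains differed by −0.16 ± 0.08 within experiments, a pairing that the permutation test does not use (exact permutation test, p = 0.6). The limma test of this difference gave an adjusted p of 0.999. Without experiment 1 the mean was 0.04 in WT and −0.07 in KO.

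**Figure D1:**
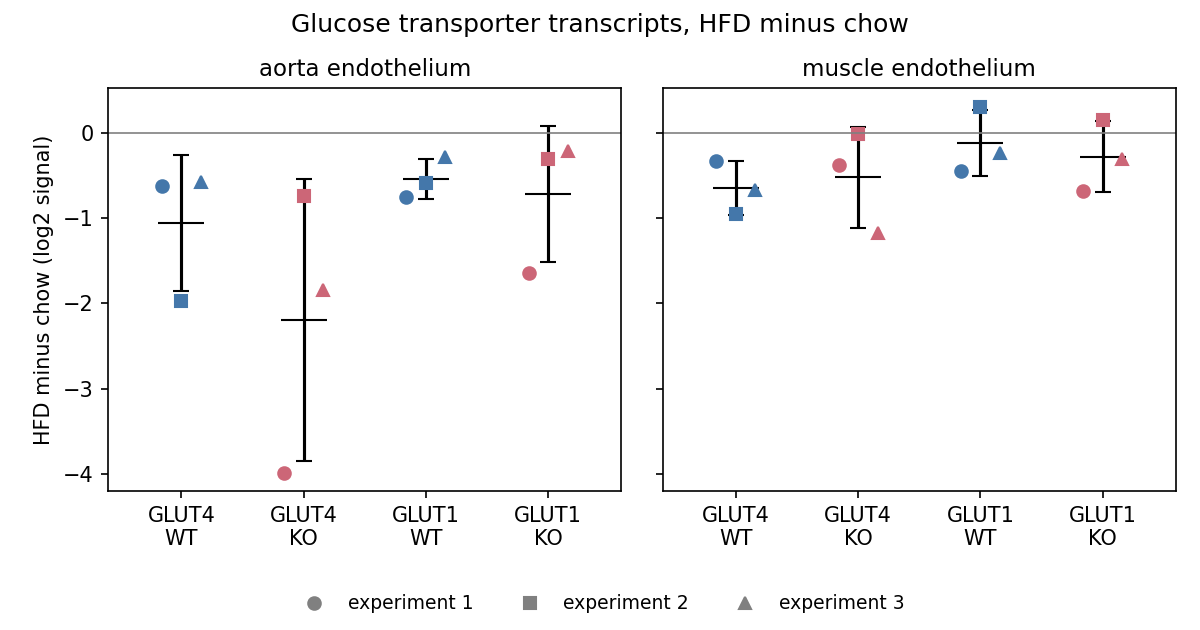
Log2 ratio of HFD to chow of the GLUT4 and GLUT1 transcripts in each experiment (points, with a symbol for each experiment), by strain, in the aortic and muscle endothelium; bars give the mean and the SD (n = 3). The KO values of GLUT4 in the aorta run from −3.99 to −0.73, and those of WT from −1.98 to −0.57.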

While WT mice seem to maintain lower glucose levels by compensating with increased insulin output, insulin secretion in the KO is not proportionally increased (Fig. 1c). Interestingly, pancreatic insulitis has been observed in KO mice on chow and HFD, and galectin-3 over-expression has been shown to protect B-cells against toxicity [38, 37]. It is possible that beta cell destruction or dysfunction results in reduced insulin production and/or secretion, which also affects the ability of the KO to regulate blood glucose.

By 5 weeks of HFD, both WT and KO animals display impaired glucose tolerance as demonstrated by GTT (Fig. 1e). While first phase insulin release is delayed in both strains, there is a prolonged second phase insulin response in diabetic KO animals vs. WT animals, suggesting that KO mice may be experiencing greater peripheral insulin resistance. After 8 weeks of HFD, peripheral insulin resistance in the skeletal muscle is not seen in either KO or WT mice on HFD, as demonstrated by similar levels of AKT phosphorylation compared to chow-fed controls (Fig. 1g). However, vascular insulin resistance is observed in the HFD-fed KO after this diet duration (Fig. 1g), and it is possible that muscle insulin resistance may also have earlier onset in the KO.

Interestingly, circulating levels of advanced glycation endproducts (AGEs) are similar between both strains and are not elevated by 8 weeks of high-fat diet. Therefore, the differential responses we observe between the KO and WT are likely to be independent of galectin-3’s role in the uptake of AGEs. Previous studies have attributed the protective effects of galectin-3 in diabetes and atherosclerosis to an indirect role in the removal of AGEs from circulation, thereby preventing subsequent tissue damage and activation of the pro-inflammatory RAGE-pathway [14, 39]. Our data suggests a direct involvement of galectin-3 in the regulation of glucose metabolism and vascular pathology.

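Taking as dysregulated a probe whose log2 ratio of HFD to chow was above 1, or below −1, in all 3 experiments, 412 of the 25865 probes tested in the aortic endothelium were dysregulated in WT and 758 in KO, a ratio of 1.84. In WT 190 were higher and 222 lower on HFD, and in KO 468 were higher and 290 lower. They stood for 267 gene symbols in WT and 524 in KO, and 106 probes were dysregulated in both strains. The ratio was 2.63 among probes well above background on every aortic array, with 126 in WT and 331 in KO, the setting that moved it most. It was 1.44 with experiment 1 left out.
Within single experiments, the share of probes past 1 was 15.9% in experiment 1, 29.2% in experiment 2 and 19.6% in experiment 3 in WT, and 29.9%, 30.9% and 18.4% in KO. The mean was 21.6% ± 6.85 (SD, n = 3) in WT and 26.4% ± 6.97 in KO. KO was higher in 2 of 3 experiments, and the difference of 4.83 percentage points was smaller than either SD (exact permutation test, p = 0.4). Between the 3 arrays of 1 diet and strain, that is with no difference in diet, 26.2% of probes in WT and 26.6% in KO were past 1 on the mean. Those pairs also hold differences between slides and experiments, while HFD and chow of an experiment lay on 1 slide. The shares thus cannot be compared directly. By limma, 1493 probes in WT and 2910 in KO had an unadjusted p under 0.05, and 0 in each strain had an adjusted p under 0.05. With the slide as a block, 2 in WT and 4 in KO had an adjusted p under 0.05. With no block there were 4 and 7, the most in any setting tried.

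**Figure D2:**
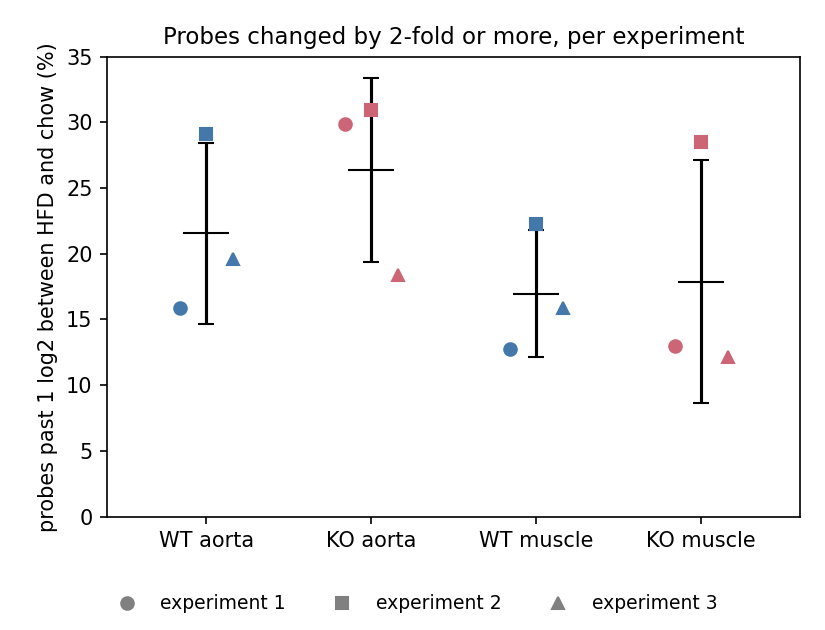
Share of the tested probes, in %, whose log2 ratio of HFD to chow was past 1 in either direction in each experiment (points, with a symbol for each experiment), by tissue and strain; bars give the mean and the SD (n = 3). In the aorta the KO values run from 18.4% to 30.9% and the WT values from 15.9% to 29.2%.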

Our assessment of the endothelial response to diabetes in KO and WT mice has shown a greater transcriptional response in the aortic endothelium of KO mice, with twice as many dysregulated transcripts compared to WT. Transcripts with recognized roles in metabolic signaling, ECM synthesis, vasoconstriction, coagulation, and inflammation are more dysregulated in the aortic endothelium of the KO compared to WT (Fig. 3, Table 1). For example, the glucose transporter, *Glut4*, is down-regulated by HFD in both strains, but its reduction in the KO is twice as great as WT (Fig. 3). Similarly, expression of *Irs-1*, insulin-induced gene 1, *Igf1*, and glucose-6 phosphatase are dysregulated to a greater degree in the KO vs. WT on HFD (Fig. 3). 

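Among transcripts of Table 1 with such roles in the aortic endothelium, the matrix transcripts Col4a5, Col15a1 and Eln had log2 ratios of HFD to chow of 0.69 ± 1.49, 1.74 ± 1.81 and 1.07 ± 1.39 (SD, n = 3) in WT. In KO they were 2.17 ± 0.65, 3.02 ± 0.73 and 1.79 ± 0.72. Each was past 1 in all 3 experiments in KO and in fewer in WT, and the differences between the strains gave exact permutation p values of 0.2, 0.3 and 0.5. Without experiment 2 the WT means of these 3 transcripts were −0.08, 0.72 and 0.50. A list of fibroblast transcripts that holds none of them also rose, with a median of 0.36 in WT and 0.91 in KO. It was higher in 10 of 10 genes in each strain, while 13 of 13 genes of an endothelial list were lower. In both strains its order over the experiments was that of Col4a5 and Col15a1, but not that of Eln. Whether these rises lie in the endothelial cells or in other cells of the samples was not tested and stays open. The thromboxane receptor Tbxa2r had a ratio of 1.19 ± 0.88 in WT and 1.43 ± 0.39 in KO (exact permutation test, p = 0.9), with 0.74 in WT without experiment 2. Of the coagulation transcripts, tissue factor (F3) had 0.76 ± 1.33 in WT and 1.42 ± 0.81 in KO (exact permutation test, p = 0.5). The WT value of F3 rests on experiment 2 and was 0.0078 without it. Coch and Gp9, listed as coagulation factor C homolog and platelet glycoprotein 9, had ratios of −1.69 ± 0.53 and −0.49 ± 2.46 in WT. In KO they were −2.66 ± 0.80 and −2.77 ± 1.69. Whether these 2 act in coagulation was not examined here. A list of platelet transcripts also fell on HFD, with a median of −1.45 in WT and −1.67 in KO. F13a1 and Thbs1 had larger falls in WT, with ratios of −2.31 ± 0.89 and −1.71 ± 0.70, than in KO, with −0.97 ± 0.57 and −0.20 ± 1.00. For these the strains gave exact permutation p values of 0.2 and 0.3, and the level of F13a1 on the single arrays went with that of a list of macrophage transcripts. The KO mean of Thbs1 was 0.37 without experiment 1, and a dimmer probe, well above background on 3 of 12 arrays, gave −1.14 in WT and 0.08 in KO. Tnfrsf11b had a ratio of 1.33 ± 1.01 in WT and 4.04 ± 1.66 in KO (exact permutation test, p = 0.2), the smallest limma p for a difference between the strains among the 27 transcripts of Table 1 (0.0234 unadjusted, 0.394 adjusted over the list alone, 1 over all probes). Its WT value was 0.74 without experiment 1.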

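The mean log2 signal of Glut4 in the aorta, relative to the array's 75th percentile, was 0.42 on chow and −0.64 on HFD in WT, and 1.64 on chow and −0.55 on HFD in KO. The levels of the strains thus lay closer together on HFD than on chow. By limma, HFD against chow gave an unadjusted p of 0.137 in WT and 0.0107 in KO, and an adjusted p of 0.925 and 0.375. The standard error of either change was 0.62, and that of the difference between the strains 0.88.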

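The log2 ratio of HFD to chow of Irs1 in the aorta was 0.52 ± 1.42 (SD, n = 3) in WT and 1.34 ± 0.53 in KO (exact permutation test, p = 0.4). The WT value of Irs1 was −0.29 without experiment 2, where it was 2.14. Insulin-induced gene 1 (Insig1) had a ratio of −0.88 ± 0.78 in WT and −1.89 ± 0.56 in KO (exact permutation test, p = 0.3), and −0.43 in WT without experiment 3. The ratio of Insig1 was lower in KO in all 3 experiments. The difference within experiments was −1.01 ± 0.32, a pairing that the permutation test does not use. A dimmer probe for Insig1 gave 0.29 in WT and −0.79 in KO. For Igf1 the ratio was 0.76 ± 1.30 in WT and 1.25 ± 0.22 in KO (exact permutation test, p = 0.6), and the WT value was 0.04 without experiment 2. G6pc had −1.46 ± 0.17 in WT and −0.54 ± 0.93 in KO (exact permutation test, p = 0.1, the smallest that 3 against 3 can give), a larger change in WT than in KO in all 3 experiments. With 1 experiment left out, the KO value of G6pc lay between −1.07 and −0.27. The limma test of the difference between the strains gave an adjusted p of 1 for each of these transcripts.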

The exacerbated response of the KO aortic endothelium to HFD suggests a greater derangement of metabolic signaling in these cells and implicates LGALS3 in the preservation of such pathways.

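In the muscle endothelium, 469 of 25682 probes were past 1 in the same direction in all 3 experiments in WT, 224 of them higher and 245 lower on HFD. In KO there were 254, 118 higher and 136 lower, and 56 were shared between the strains. Within single experiments, the share of probes past 1 was 17.0% ± 4.82 (SD, n = 3) in WT muscle and 17.9% ± 9.23 in KO muscle (exact permutation test, p = 0.9). Over both strains it was 24.0% ± 6.73 (SD, n = 6) in aorta and 17.4% ± 6.61 in muscle. The aorta was higher in 6 of the 6 pairs of the same strain and experiment, and the difference of 6.54 percentage points gave p = 0.117 (exact permutation test, in which the smallest possible p is 0.00216). With the tissues paired by strain and experiment, a test chosen after the data were seen, it gave p = 0.0312 (exact permutation of signs), the smallest possible with 6 pairs. Within WT the p was 0.5 and within KO 0.2 (exact permutation tests). With no filter on dim probes the difference was 1.06, the setting that moved it most. The count for WT was higher in muscle than in aorta, and the count for KO was lower. By limma, 3098 probes in WT muscle and 2181 in KO muscle had an unadjusted p under 0.05.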

In the capillary endothelium of the skeletal muscle, there was less dysregulation by HFD in both strains compared to the aortic transcriptional response, suggesting a greater role for galectin-3 in the macrovascular complications of diabetes compared to microvascular disease. However, transcripts with roles in glucose homeostasis, atherosclerosis, and matrix remodeling are differentially regulated by HFD in the KO microvasculature vs. WT (Table 2). 

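By limma, 1 probe was past the threshold between HFD and chow in the muscle of KO and 0 in that of WT. It reads Cyp2e1, which changed by −5.33 ± 0.16 (SD, n = 3; standard error 0.27, limma adjusted p = 0.00668) in KO and by −2.08 ± 0.58 in WT. It was well above background on 1 of 3 KO HFD arrays and 2 of 3 WT HFD arrays. The size of the fall, its SD, standard error and adjusted p, and its difference between the strains thus rest in part on readings at background. With 1 experiment left out, the adjusted p of Cyp2e1 in KO lay between 0.223 and 0.679. The counts past the threshold depended on the setting. Among probes well above background on every array, 29 passed in WT muscle and 2 in KO muscle. With normexp background correction there were 8 in WT and 5 in KO. With the slide as a block there were 0 and 4, and with no block 1 and 4. The difference between the strains in Cyp2e1 had an adjusted p of 0.8 by limma. Of the 29 transcripts of Table 2 with a probe, 4 had an unadjusted limma p under 0.05 for a difference between the strains in the response to HFD, and 0 after adjustment over all probes or over the list alone, where the smallest was 0.302. Ctss had a ratio of 3.29 ± 0.58 (SD, n = 3) in WT and 1.44 ± 4.79 in KO (exact permutation test, p = 0.9). In KO it was 3.70, 4.68 and −4.07 in experiments 1, 2 and 3, and the mean was 4.19 without experiment 3 and −0.19 without experiment 2. Cfd had −1.78 ± 1.23 in WT and −3.66 ± 2.05 in KO (exact permutation test, p = 0.3). Adipoq had 0.24 ± 0.76 in WT and −1.17 ± 0.90 in KO (exact permutation test, p = 0.2), and it was −0.17 in WT without experiment 1 and −0.74 in KO without experiment 3. From the larger response of the KO aortic endothelium, the paper proposes a greater derangement of metabolic signaling in these cells, and from the smaller response of the muscle a greater role of galectin-3 in macrovascular than in microvascular complications.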

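The adenosine receptor transcript Adora2b in the muscle endothelium had a log2 ratio of HFD to chow of −0.50 ± 0.07 (SD, n = 3) in WT and −1.36 ± 0.36 in KO. It fell in all 3 experiments in each strain, and further in KO in all 3. The difference of −0.86 was larger than the SD of either strain (exact permutation test, p = 0.1, the smallest possible). By limma it had an unadjusted p of 0.0285 and an adjusted p of 0.999.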

Transcripts which serve a protective role in glucose homeostasis, such as *Glut4* and the adenosine A2 receptor, are preferentially down-regulated. Adenosine A2 receptor knockout mice exhibit impaired glucose tolerance and insulin signaling [40].

Several ECM components and matrix remodeling proteins are also dysregulated in the diabetic KO endothelium (Fig. 3, Tables 1 and 2). 

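In the muscle endothelium, Col15a1 had a log2 ratio of HFD to chow of 2.47 ± 0.20 (SD, n = 3) in WT and 2.54 ± 0.33 in KO, which differed by less than the spread between experiments (exact permutation test, p = 0.9). It had a limma adjusted p of 0.082 in WT and 0.14 in KO, and of 0.034 and 0.0364 among probes well above background on every array. Tnc had a ratio of 3.86 ± 2.82 in WT and 1.94 ± 0.69 in KO (exact permutation test, p = 0.4). Tnc was well above background on 1 of 3 WT chow arrays, so the size of its rise in WT rests in part on readings at background, and the WT value was 2.43 without experiment 1. Hyal3 had −1.19 ± 0.73 in WT and −0.28 ± 0.85 in KO (exact permutation test, p = 0.3), and the KO value was 0.0047 without experiment 1.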

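The log2 ratio of HFD to chow of Lyve1 in the muscle endothelium was 1.48 ± 1.65 (SD, n = 3) in WT and −1.70 ± 1.19 in KO. It was below 0 in all 3 experiments in KO and above 0 in 2 of 3 in WT. With 1 experiment left out, the mean lay between 0.73 and 2.36 in WT and between −2.22 and −1.05 in KO. The ratio was lower in KO than in WT in all 3 experiments, with differences of −3.64, −3.18 and −2.72, and the groups did not overlap (exact permutation test, p = 0.1, the smallest possible). By limma, the difference of −3.18 (standard error 0.94) had an unadjusted p of 0.0122, the smallest among the transcripts of Table 2, and an adjusted p of 0.999. A dimmer probe gave 0.29 in WT and −0.73 in KO. A list of other transcripts of lymphatic endothelium had a median of 1.53 in WT and −0.32 in KO, with members going both ways.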

In the muscle endothelium, a receptor for hyaluronic acid (HA), *Lyve1*, is downregulated 6-log_2_ fold (Fig. 3). *Lyve1* is expressed in lymphatic endothelial cells and is involved in the degradation of HA, a matrix component that facilitates cell migration during wound healing and inflammation [41]. The downregulation of *Lyve1* suggests decreased HA turnover which could impair wound healing in the diabetic KO.

Transcripts implicated in atherosclerosis are also dysregulated in the KO endothelium. HDL binding protein, which is normally expressed by endothelial cells, is down-regulated by HFD in the WT but not the KO. This protein was up-regulated in atherosclerotic lesions in human coronary arteries [42]. Similarly, transcriptional up-regulation of the scavenger receptor, *Marco*, in the aortic endothelium of the diabetic KO by more than 4-log_2_ fold over chow-fed controls was observed by array and qPCR (Fig. 3). This receptor serves a role in the binding and uptake of modified LDL and has been shown to be constitutively expressed in endothelial cells of the lymph nodes [43].

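HDL binding protein (Hdlbp) has 3 probes on the array. On the brightest in muscle, the log2 ratio of HFD to chow was −0.30 ± 0.61 (SD, n = 3) in WT and −0.41 ± 0.54 in KO (exact permutation test, p = 0.8). Without experiment 2 the mean was 0.03 in WT and −0.10 in KO. The other probes gave −0.10 and −1.35 in WT and 0.30 and 0.21 in KO, so that the direction in KO depended on the probe. The mean of the probes in KO was 0.03, a setting chosen after the values were seen.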

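In the aortic endothelium, the log2 ratio of HFD to chow of Marco on the arrays was 1.08 ± 0.69 (SD, n = 3) in WT and 4.14 ± 3.12 in KO. In KO it was 3.36 in experiment 1, 1.49 in experiment 2 and 7.57 in experiment 3, and 2.42 on the mean without experiment 3. The ratio was higher in KO in all 3 experiments, by a mean of 3.06 (exact permutation test, p = 0.2). By limma, the rise in KO had an unadjusted p of 0.00578 and an adjusted p of 0.326. The level of Marco on the single arrays went with that of a list of macrophage transcripts over 24 arrays. Pearson's r of the deviations from the group means was 0.47 (permutation p = 0.0113, 0.0226 after adjustment over 6 relations), and Spearman's rho was 0.56 (permutation p = 0.00844). Within slides r was 0.47, and without the 2 arrays farthest from the median of the macrophage list it was 0.40. By tissue it was 0.88 in the aorta and 0.42 in the muscle.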

Pathway analysis of the HFD-fed KO and HFD-fed WT transcriptional profiles revealed the up-regulation of transcripts involved in the coagulation cascade in the KO endothelium (Additional file 7). Our physiological assessment of coagulation activity confirmed that diabetic KO mice exhibit reduced prothrombin time compared to diabetic WT mice and chow-fed controls (Fig. 4). Prothrombin time specifically measures activation of the extrinsic coagulation pathway activated by tissue factor. Therefore, the diabetic KO displays increased activation of the extrinsic coagulation pathway, which has important implications for diabetic patients where increased activation of the coagulation cascade could promote thrombotic complications.

Furthermore, the transcript for von Willebrand factor (vWF), a protein important in platelet activation and aggregation, is also up-regulated in the endothelium of HFD KO mice compared to HFD WT mice (Additional file 7). 

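The brighter of the probes for Vwf gave a log2 ratio of KO HFD to WT HFD of −0.23 ± 0.32 (SD, n = 3) in the aortic endothelium. In experiments 1, 2 and 3 it was −0.56, −0.21 and 0.07. The limma adjusted p was 1, and the unadjusted p 0.612. The dimmer probe gave a mean of −0.29.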

Recent studies have shown that LGALS3 and LGALS1 interact directly with vWF in endothelial cells and in plasma via the N-linked glycans of vWF [44]. The inhibition of these galectins was associated with increased vWF-platelet string formation and more rapid thombus formation after injury [44]. Our data suggests that LGALS3 may protect against thrombus formation in diabetes by suppressing vWF expression in the endothelium.

## Conclusions

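Differences between the strains in the response to HFD were tested at each probe with limma, as KO response minus WT response. In the aortic endothelium, 677 of the probes tested had an unadjusted p under 0.05, 338 of them higher in KO and 339 lower, and 0 had an adjusted p under 0.05. In the muscle endothelium, 1059 probes had an unadjusted p under 0.05, 568 higher and 491 lower, and 0 an adjusted p under 0.05. The counts after adjustment were 0 in each tissue in all settings tried with limma. This test was also run on simulated data with the spread of the aortic arrays. There it recovered 0% of true differences of 2 on the log2 scale and 55.5% of those of 4. Counts of 0 thus do not show that the strains respond alike.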

Our analysis of the transcriptional response of the endothelium to an *in vivo* model of type II diabetes in galectin-3 deficient vs. wild-type mice has revealed differential responses in both aortic and skeletal muscle tissues. The KO displays altered expression of transcripts with roles in the glucose-insulin signaling pathway, ECM composition, vasoregulation, redox homeostasis, inflammation, coagulation, atherosclerosis, and endothelial dysfunction. 

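Over the 38 pairs of tissue and transcript named beside the paper's statements, the smallest limma adjusted p for a difference between the strains in the response to HFD was 0.8, and 0 were under 0.05. These adjusted p values come from the test with the low recovery given above. Among the transcripts with a role in redox or lipid metabolism, Car3 in the aorta had a log2 ratio of HFD to chow of −3.65 ± 0.17 (SD, n = 3) in WT and −3.81 ± 0.38 in KO (exact permutation test, p = 0.5). Cyp2e1 had −4.49 ± 1.23 in WT and −4.80 ± 0.63 in KO (exact permutation test, p = 0.7). Adipoq had −5.47 ± 0.86 in WT and −4.11 ± 2.45 in KO (exact permutation test, p = 0.5), and −2.72 in KO without experiment 1. A list of adipocyte transcripts that holds none of Table 1 had a median of −1.30 in WT and −2.03 in KO, with 11 and 12 of its 12 transcripts lower on HFD.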

Down-regulation of GLUT4 mRNA and protein in the endothelium and muscle of galectin-3 (−/−) mice may explain the hyperglycemia experienced by these mice, and suggests a role for galectin-3 in the regulation of glucose uptake. Transcriptional up-regulation of coagulation and pro-thrombotic factors and increased blood clotting activity in the plasma from diabetic KO mice also suggests a protective role for galectin-3 in mediating coagulation and thrombosis. The transcriptional findings, as well as the altered metabolism demonstrated by KO mice compared to WT mice, suggest that galectin-3 serves a protective role against the metabolic and hormonal derangements that impinge upon the diabetic endothelium and lead to its damage and dysfunction.

## Additional files

Additional file 1:
**Confirmation of galectin-3 deletion in the knockout mouse at the DNA, RNA, and protein level.**
Additional file 2:
**Sequences of primers used for the real-time PCR experiments and the resulting amplified products.**
Additional file 3:
**Insulin sensitivity of aortic and skeletal muscle tissues after 8 weeks of high-fat or chow diet.**
Additional file 4:
**Representative FACS profiles of the sorted endothelial population derived from the skeletal muscles and aortae of Galectin-3 (−/−) and C57BL/6 mice.**
Additional file 5:
**Specificity of endoglin antibody for binding endothelial cells in a skeletal muscle digest compared to the lack of non-specific binding in a cultured muscle cell suspension.**
Additional file 6:
**Transcripts identified by Ingenuity Pathway Analysis in the Cardiovascular Function and Development category, which was the most enriched biological function in the KO data.**
Additional file 7:
**The Coagulation Cascade is highly up-regulated in the aortic endothelium of diabetic KO mice compared to diabetic WT mice.**

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 1: — Confirmation of galectin-3 deletion in the knockout mouse at the DNA, RNA, and protein level.

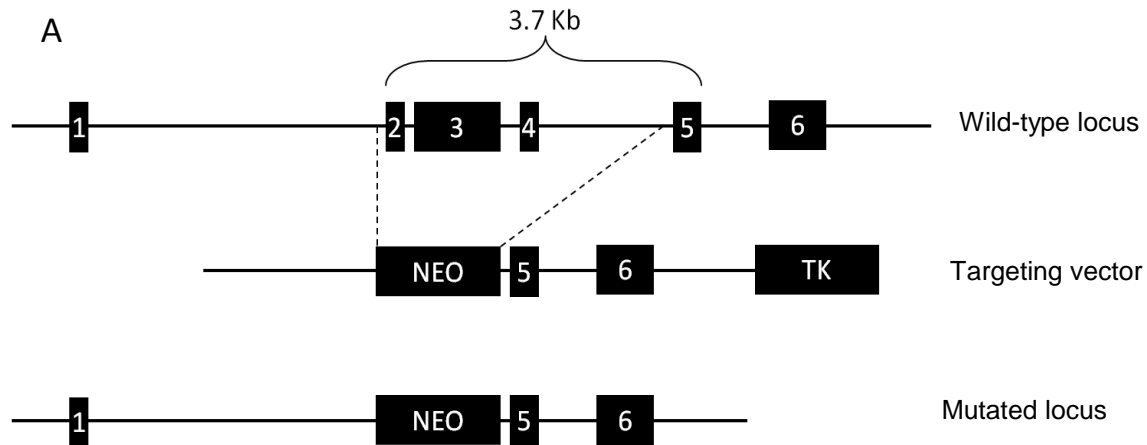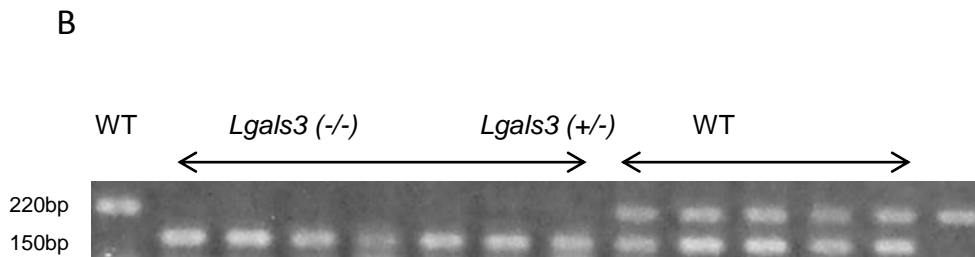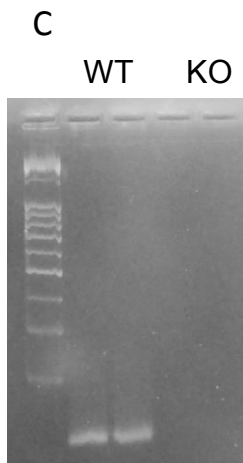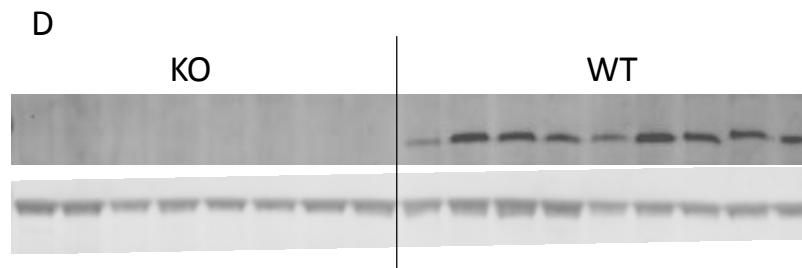

**Additional File 1.** Confirmation of galectin-3 deletion in the knockout mouse at the DNA, RNA, and protein level. (A) Scheme for generating the null mutation by homologous recombination (adapted from Colnot, 1998). (B) Analysis of genomic DNA revealing fragments corresponding to the wild-type and mutated alleles at 220bp and 150bp, respectively. (C) Amplified products from qPCR using *Lgals3* primers designed within the deleted region show no amplified product in KO lanes. (D) Confirmation of galectin-3 protein loss in aortic lysates resulting from gene ablation.

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 2: — Sequences of primers used for the real-time PCR experiments and the resulting amplified products.

**Additional File 2.** Sequences of primers used for the real-time PCR experiments and the resulting amplified products. Following RT-PCR, amplicons were purified and sequenced by a 3730 DNA Analyzer (ABI). BLAST was used to confirm alignment of amplicon and transcript sequences.

| Gene                              | Forward / Reverse Primers                                              | Amplicon Sequence                                                                                                                           |
|-----------------------------------|------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Lgals3</i><br>NM_010705        | TTT TCG CTT AAC GAT GCC TTA G<br>GTA GGC CCC AGG ATA AGC AG            | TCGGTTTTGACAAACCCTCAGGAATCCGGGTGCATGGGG<br>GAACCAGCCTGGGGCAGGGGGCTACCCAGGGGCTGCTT<br>ATCCTGGGGCCTACA                                        |
| <i>Igf1</i><br>NM_010512          | AGG AGA CTG GAG ATG TAC TGT GC<br>CTT CGT TTT CTT GTT TGT CGA TAG      | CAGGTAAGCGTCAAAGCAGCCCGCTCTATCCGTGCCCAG<br>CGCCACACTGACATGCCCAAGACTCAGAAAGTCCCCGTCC<br>CTATCGACAAACAAGAAAACGAAGAAA                          |
| <i>G6pc</i><br>NM_175935          | GGG TCT TCC TCT TAG CAC ATT TC<br>AGC AGT CAA CCC ATA AAA GCT AAG      | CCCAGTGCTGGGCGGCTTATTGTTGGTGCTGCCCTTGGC<br>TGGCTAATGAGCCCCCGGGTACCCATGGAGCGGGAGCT<br>TAGCTTTTATGGGTTGACTGCTA                                |
| <i>Igf1r</i><br>NM_010513         | GGA TGG TGT CTT CAC TAC TCA TTC T<br>ATG ACG AAA CGA AGA ACT TGC T     | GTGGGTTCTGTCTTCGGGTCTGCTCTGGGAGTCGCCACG<br>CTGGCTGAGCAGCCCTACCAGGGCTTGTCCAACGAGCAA<br>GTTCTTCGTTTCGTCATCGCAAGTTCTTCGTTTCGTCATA              |
| <i>Lyve1</i><br>NM_053247         | AAA CAG AAG CAT TTG TTG CAA GT<br>CTT CAC ATA CCT TTT CAC GTA GCA      | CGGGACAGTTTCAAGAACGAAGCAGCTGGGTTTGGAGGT<br>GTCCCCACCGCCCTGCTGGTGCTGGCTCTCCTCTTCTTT<br>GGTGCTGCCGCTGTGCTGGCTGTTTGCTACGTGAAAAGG<br>TATGTGAAGA |
| <i>Retnla</i><br>NM_020509        | AAG ACT ACA ACT TGT TCC CTT CTC A<br>TTC GTT ACA GTG GAG GGA TAG TTA G | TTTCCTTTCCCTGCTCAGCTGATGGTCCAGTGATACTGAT<br>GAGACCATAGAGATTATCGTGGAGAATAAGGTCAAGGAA<br>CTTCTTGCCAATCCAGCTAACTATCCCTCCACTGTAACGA<br>AAA      |
| <i>Cp</i><br>NM_007752            | GTT CTA CTT GTT TCC CAC AGT GTT T<br>GGA GTG CAT CTT ATT AGA CTC CTG A | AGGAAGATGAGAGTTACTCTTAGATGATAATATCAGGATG<br>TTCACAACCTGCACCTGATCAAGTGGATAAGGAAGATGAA<br>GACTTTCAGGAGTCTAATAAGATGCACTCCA                     |
| <i>Cav3</i><br>NM_007617          | GGC TTT GCG TTC ACA TGT ACT<br>GCA GTT AAA ACC CTT TAT TGC AG          | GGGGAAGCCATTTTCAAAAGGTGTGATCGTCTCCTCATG<br>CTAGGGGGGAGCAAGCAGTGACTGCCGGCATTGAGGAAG<br>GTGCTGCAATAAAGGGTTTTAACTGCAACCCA                      |
| <i>Glut4</i><br>NM_009204         | GGC ATC AAT GCT GTT TTC TAC TAT T<br>TCT ACT AAG AGC ACC GAG ACC AAC   | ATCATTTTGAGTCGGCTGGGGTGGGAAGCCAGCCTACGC<br>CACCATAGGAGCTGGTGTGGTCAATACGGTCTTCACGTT<br>GGTCTCGGTGCTCTTAGTAGAAA                               |
| <i>Irs1</i><br>NM_010570          | ACA GCA GAA TGA AGA CCT AAA TGA C<br>GTA CCA TCT ACT GAA GAG GAA GAC G | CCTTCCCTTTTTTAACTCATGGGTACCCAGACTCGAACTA<br>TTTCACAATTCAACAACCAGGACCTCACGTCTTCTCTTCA<br>GTAGATGGTACA                                        |
| <i>Marco</i><br>NM_010766         | GGG ATG AAA GGG TCT TCT GG<br>GTC CCC CAC TCA TTG TTA TAG TAA A        | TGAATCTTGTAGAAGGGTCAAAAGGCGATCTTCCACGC<br>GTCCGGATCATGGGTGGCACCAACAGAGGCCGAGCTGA<br>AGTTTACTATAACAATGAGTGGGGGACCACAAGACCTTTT<br>CTCCCAA     |
| <i>Ptgr</i><br>NM_008966          | GTT CAG AAG CCA GCA GCA TAG<br>ACT GGG GAA TTA TTT CCA TTT ATT G       | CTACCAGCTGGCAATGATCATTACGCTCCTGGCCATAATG<br>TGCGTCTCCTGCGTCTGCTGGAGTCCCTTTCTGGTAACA<br>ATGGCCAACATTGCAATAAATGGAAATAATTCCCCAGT               |
| <i>Cyclophilin A</i><br>NM_008907 | CAAAGTTCCAAAGACAGCAGAAAAC<br>GGCACATGAATCCTGGAATAATTC                  | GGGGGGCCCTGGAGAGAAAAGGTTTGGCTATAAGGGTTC<br>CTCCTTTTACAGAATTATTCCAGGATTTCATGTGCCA                                                            |

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 3: — Insulin sensitivity of aortic and skeletal muscle tissues after 8 weeks of high-fat or chow diet.

A) Aorta

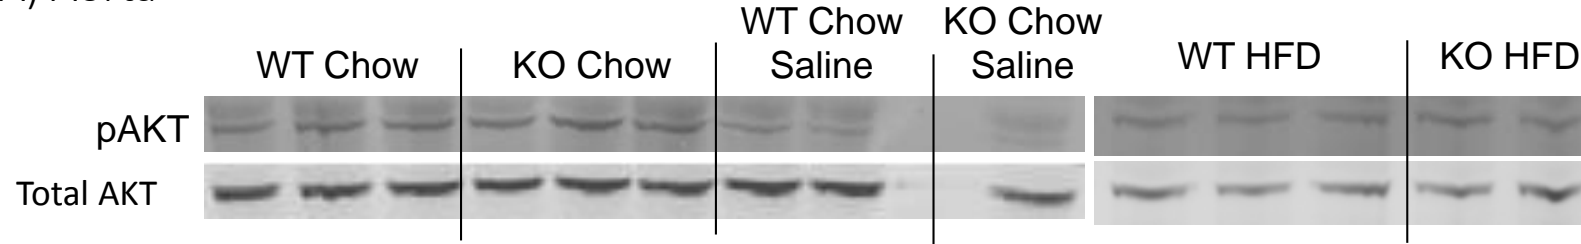

B) Skeletal Muscle

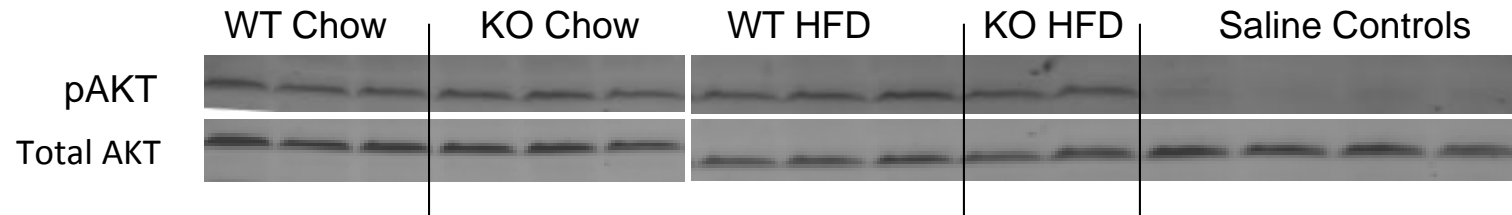

**Additional File 3.** Insulin sensitivity of aortic (A) and skeletal muscle (B) tissues after 8 weeks of high-fat or chow diet. Tissue lysates from animals stimulated with 60U/kg insulin or saline control were probed for phosphorylated AKT. Blots were stripped and probed for total AKT to which the quantity of pAKT was normalized. Representative blots are shown above for each tissue and the densitometry performed using ImageJ is shown in Figure 1G ( $n = 2-8$  per group).

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 4: — Representative FACS profiles of the sorted endothelial population derived from the skeletal muscles and aortae of Galectin-3 (−/−) and C57BL/6 mice.

## A) Skeletal muscle

### PI only skeletal muscle sample

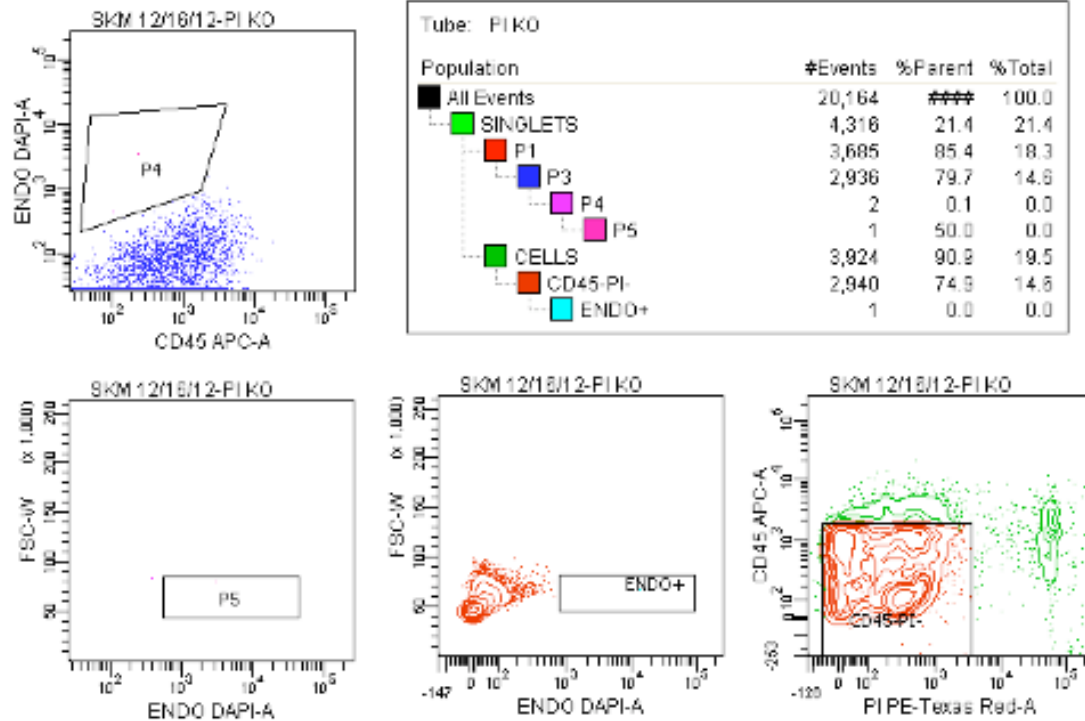

### Skeletal muscle sample stained for Endoglin, CD45, & PI

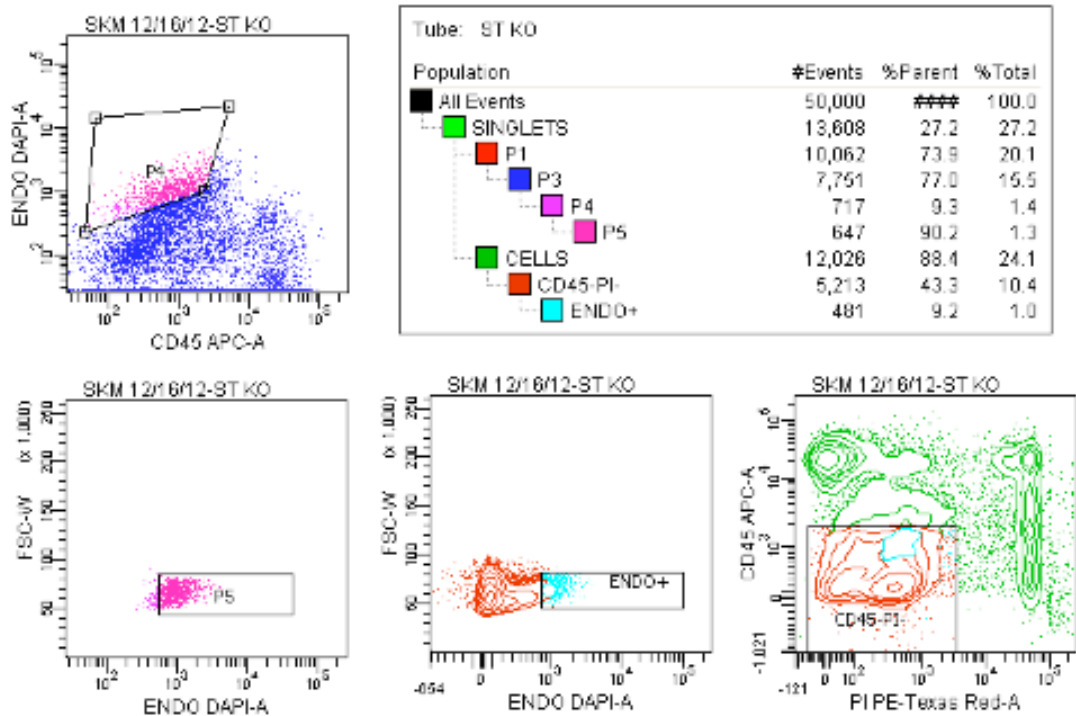

## B) Aorta

PI only aorta sample

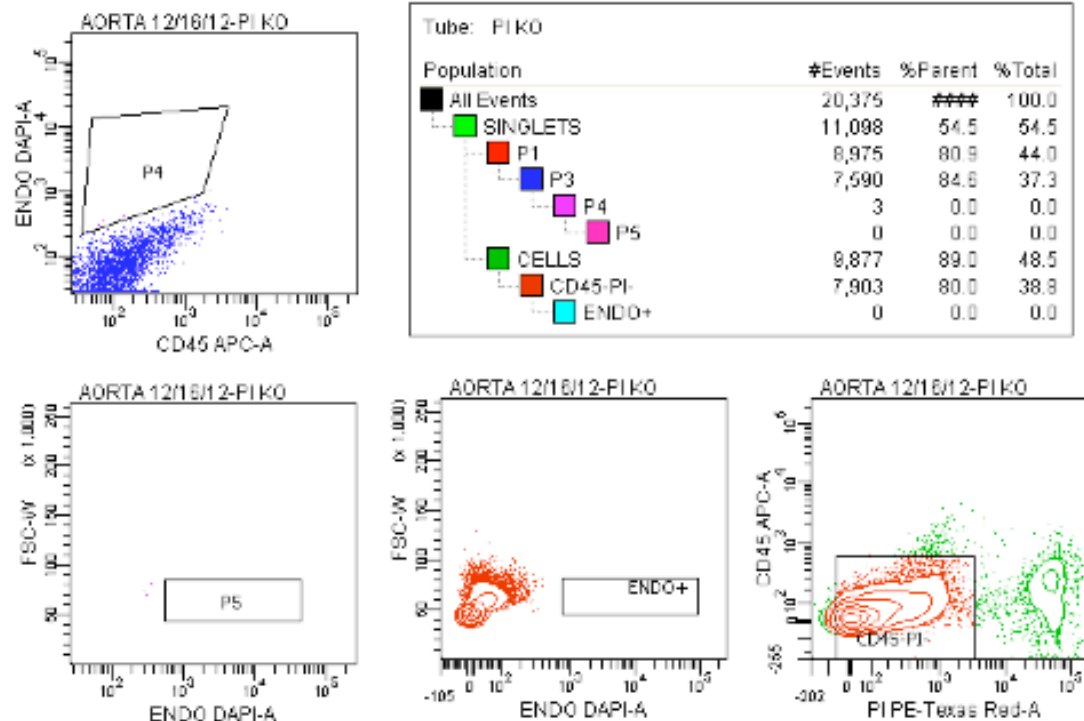

Aorta sample stained for Endoglin, CD45, & PI

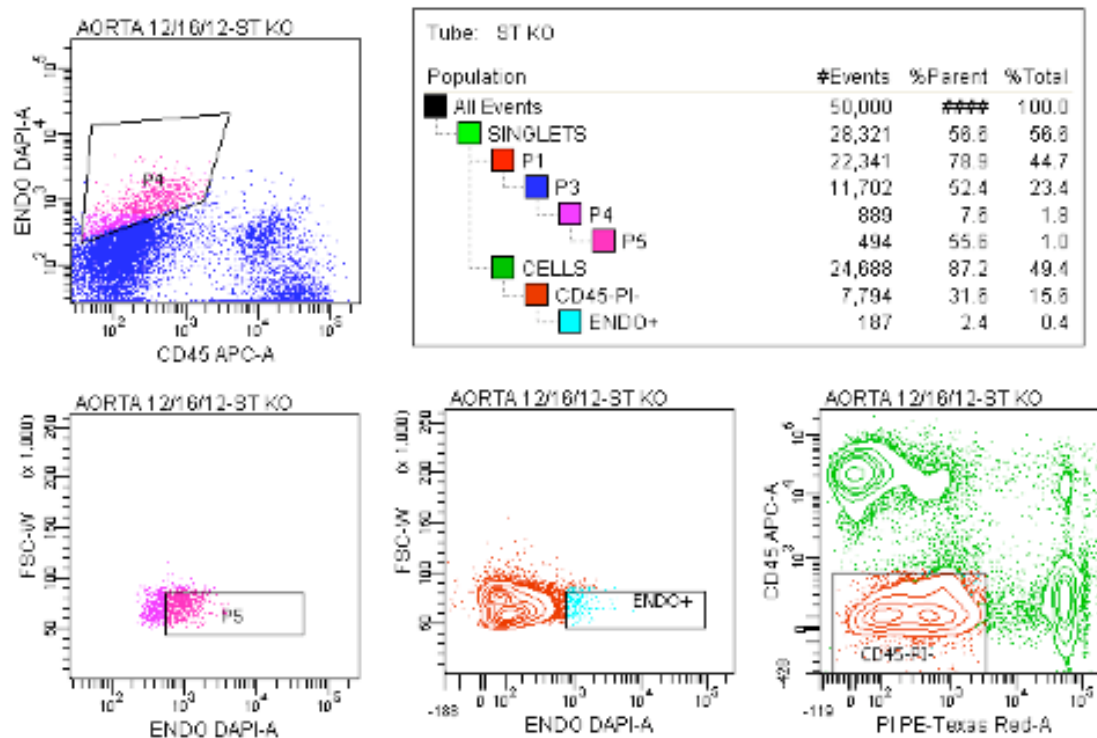

**Additional File 4: Representative FACS profiles of the sorted endothelial population derived from the skeletal muscles and aortae of Galectin-3(-/-) and C57BL/6 mice.** Collagenolytic digests of leg muscle (A) and aortae (B) of Galectin-3(-/-) and C57BL/6 mice were labeled with eFluor450-Endoglin, PE-CD45, and propidium iodide (PI) live/dead stain and sorted on a FACSaria. Endoglin, CD45, and PI signals were detected using the DAPI, APC, and PE-Texas Red channels, respectively. Dead cells that stained positive for PI and CD45+ monocytes were excluded by gating. The endoglin+ gate (bottom) was established based on unstained and PI-only negative control samples (top). Live, Endoglin+/CD45- cells were sorted directly into TRIzol reagent for subsequent gene expression analysis. Cell suspensions stained with PI alone show 0% endoglin staining, while 2.4% and 9.2% of live, CD45- cells are endoglin+ endothelial cells in the aortic and skeletal muscle digests, respectively.

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 5: — Specificity of endoglin antibody for binding endothelial cells in a skeletal muscle digest compared to the lack of non-specific binding in a cultured muscle cell suspension.

## A) Skeletal Muscle Tissue Digest

### FMO

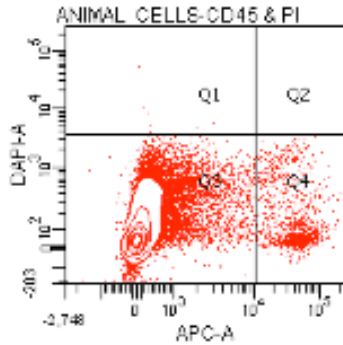

| Tube: CD45 & PI |         |         |        |
|-----------------|---------|---------|--------|
| Population      | #Events | %Parent | %Total |
| All Events      | 50,000  | ####    | 100.0  |
| P1              | 44,178  | 88.4    | 88.4   |
| Q1              | 6       | 0.0     | 0.0    |
| Q2              | 0       | 0.0     | 0.0    |
| Q3              | 42,725  | 96.7    | 85.4   |
| Q4              | 1,447   | 3.3     | 2.9    |

### Stained for Endoglin

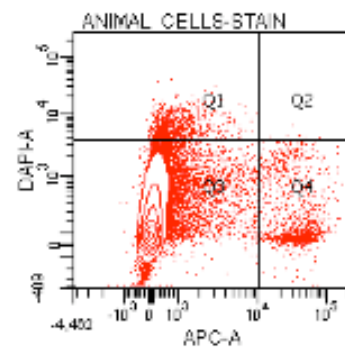

| Tube: STAIN |         |         |        |
|-------------|---------|---------|--------|
| Population  | #Events | %Parent | %Total |
| All Events  | 50,000  | ####    | 100.0  |
| P1          | 43,469  | 86.9    | 86.9   |
| Q1          | 818     | 1.9     | 1.8    |
| Q2          | 8       | 0.0     | 0.0    |
| Q3          | 41,310  | 95.0    | 82.6   |
| Q4          | 1,333   | 3.1     | 2.7    |

## B) Cultured Muscle Cells

### FMO

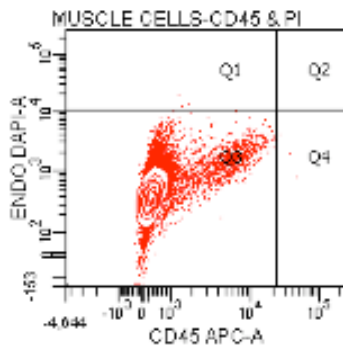

| Tube: CD45 & PI |         |         |        |
|-----------------|---------|---------|--------|
| Population      | #Events | %Parent | %Total |
| All Events      | 50,000  | ####    | 100.0  |
| P1              | 36,819  | 73.6    | 73.6   |
| Q1              | 3       | 0.0     | 0.0    |
| Q2              | 0       | 0.0     | 0.0    |
| Q3              | 36,811  | 100.0   | 73.6   |
| Q4              | 5       | 0.0     | 0.0    |

### Stained for Endoglin

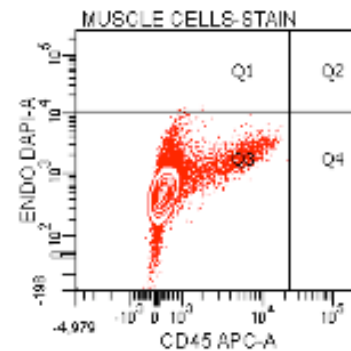

| Tube: STAIN |         |         |        |
|-------------|---------|---------|--------|
| Population  | #Events | %Parent | %Total |
| All Events  | 50,000  | ####    | 100.0  |
| P1          | 36,608  | 73.2    | 73.2   |
| Q1          | 6       | 0.0     | 0.0    |
| Q2          | 0       | 0.0     | 0.0    |
| Q3          | 36,601  | 100.0   | 73.2   |
| Q4          | 1       | 0.0     | 0.0    |

### Additional File 5: Specificity of endoglin antibody for endothelial cells in skeletal muscle digest compared to the lack of non-specific binding in a cultured muscle cell suspension.

While cell suspensions of collagenolytically digested skeletal muscle tissue from mice (A) show 1.9% of live cells staining for endoglin, 0% of C2C12 muscle cell suspensions (B) stain for endoglin demonstrating that non-specific binding of our antibody is not occurring. Fluorescence minus one (FMO) samples shown on the left lack endoglin antibody but are stained for CD45 and PI uptake. Endoglin+/CD45- cells are shown in Quadrant 1; Endoglin+/CD45+ cells are shown in Quadrant 2; CD45-/Endoglin- cells are shown in Quadrant 3; CD45+/Endoglin- cells are shown in Quadrant 4.

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 6: — Transcripts identified by Ingenuity Pathway Analysis in the Cardiovascular Function and Development category, which was the most enriched biological function in the KO data.

**Additional File 6.** Transcripts identified by Ingenuity Pathway Analysis in the Cardiovascular Function and Development category, which was the most enriched biological function in the KO data. Transcripts dysregulated  $>0.75\log_2[\text{fold change}]$  in the aortic endothelium of KO and WT mice after 8 weeks of HFD vs. chow-fed controls were analyzed by IPA.

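The table gives, for each function, the names that the software drew from the WT list and from the KO list of transcripts past 0.75, without their values or directions, and a name can stand under several functions. At this cutoff, the mean of the 3 experiments was past 0.75 for 4218 of the 25865 tested aortic probes in WT and for 6419 in KO. With the cutoff applied to each experiment, 688 probes in WT and 1292 in KO were past it in the same direction in all 3.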

|                          |  |                                                                                                                                                                                                                                                                                                                                     |
|--------------------------|--|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cardiac Output           |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | ADRA2A,ADIPOQ,AGT,DBP,IGF1,Klk1b1 (includes others),NRG1 (includes EG:112400),PDCD1,PNPLA2                                                                                                                                                                                                                                          |
| KO                       |  | ABCC9,ADIPOQ,ADRA1D,ADRA2B,ARNTL,ARSB,ATP2A2,CACNB3,CACNA1G,COL4A3,DBP,EDNRA,ELN,EPHX2,FKBP1B,HLF,IGF1,IRS1,MRVI1,OXSR1,PRKCA,PTGER2,PTGES,PTGIR,SLC6A2,SNTA1,TBXA2R,WNK4                                                                                                                                                           |
| Migration                |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | ADIPOQ,AGT,HMMR,IGF1,NRG1 (includes EG:112400),PF4,THBS1                                                                                                                                                                                                                                                                            |
| KO                       |  | ADIPOQ,ARHGEF4,BMX,ELN,F3,FGFR1,IGF1,MMP2,PDGFRA,S100A4,S1PR2,SLIT2,SLIT3,TGFB3                                                                                                                                                                                                                                                     |
| CV Morphology            |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | ADIPOQ,HEYL,MKL2,MYH10,NRG1 (includes EG:112400),NTRK3,PDCD1,PNPLA2,THBS1                                                                                                                                                                                                                                                           |
| KO                       |  | ADIPOQ,ADRA2B,ARSB,ATP2A2,B9D1,BCL2,CACNB3,CAV3,CNN1 (includes EG:1264),COL15A1,COL4A3,COL8A2,CYP2E1, EAF2,ECE2,EDNRA,ELN,EPHA3,F3,FGFR1,FKBP1B,GDF1,HEYL,IGF1,LEFTY1,MDK,MKL2,MMP2,NKX2-3,NTF3,NTRK3,PDGFRA,PLCE1,PRKCA,PRRX2,S1PR2,SGCD,SLC2A4,TBXA2R,TGFB3,THPO,TNFRSF11B                                                        |
| Growth and Proliferation |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | ADAMTS8,ADIPOQ,ADRA2A,AGT,ARNT,BIRC5,C5,CLEC1B,COL3A1,EPHB2,FOXS1,HEG1,HEYL,IGF1,JAM3,MKL2,NRG1 (includes EG:112400),PBX1,PF4,THBS1                                                                                                                                                                                                 |
| KO                       |  | ADAMTS2,ADAMTS8,ADIPOQ,ADRA2B,ADRA2C,ANG,ARHGEF4,ARNTL,ATP2A2,BCL-2,BMX,C5,C6,COL15A1,COL1A1 (includes EG:1277),COL4A3,COL8A2,E2F1,EAF2,EDNRA,ELN,EPHB2,EPHB3,ESR1,F3,FGFR1,FOXS1,GPC1,HEYL,IGF1,INHBA,IRS1,LAMA2,LEFTY1,MDK,MKL2,MMP2,NKX2-3,PDGFRA,PRRX2,PTGER2,PTGES,PTGIR,PTPRF,S100A4,S1PR2,SLIT2,SLIT3,TBXA2R,TEAD4,TNFRSF11B |
| Vasculogenesis           |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | ADAMTS8,ADIPOQ,ADRA2A,AGT,ARNT,BIRC5,EPHB2,HEG1,HEYL,IGF1,JAM3,MKL2,NRG1 (includes EG:112400),PBX1,PF4,THBS1                                                                                                                                                                                                                        |
| KO                       |  | ADAMTS2,ADAMTS8,ADIPOQ,ADRA2B,ADRA2C,ANG,ANGPTL2,ARHGEF4,ARNTL,B4GALNT1,BMX,C5,C6,COL15A1,COL1A1 (includes EG:1277),COL8A2,E2F1,EAF2,EDNRA,ELN,EPHB2,EPHB3,ESR1,FGFR1,GPC1,HEYL,HYOU1,IGF1,INHBA,IRS1,LAMA2,LEFTY1,MDK,MKL2,MMP2,NKX2-3,PDGFRA,PRRX2,PTGER2,PTGES,PTGIR,S100A4,S1PR2,SLIT2,SLIT3,TBXA2R,TEAD4,THY1,TNFRSF11B        |
| CV System Function       |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | CACNA1G,JPH2,Klk1b1 (includes others),NRG1 (includes EG:112400),PDCD1,PNPLA2                                                                                                                                                                                                                                                        |
| KO                       |  | ADRA1D,CACNA1G,COL15A1,ELN,EPHA3,JPH2,KCNA1,MMP2,NTF3,PTGIR,SGCD,TBXA2R                                                                                                                                                                                                                                                             |
| Vasoconstriction         |  |                                                                                                                                                                                                                                                                                                                                     |
| WT                       |  | AGT                                                                                                                                                                                                                                                                                                                                 |
| KO                       |  | ABCC9,ADRA1D,ADRA2B,EDNRA,PTGER2,TBXA2R                                                                                                                                                                                                                                                                                             |

# Supplementary material for: Galectin-3 deficiency exacerbates hyperglycemia and the endothelial response to diabetes
**Source:** Cardiovasc Diabetol. 2015 Jun 6;14:73. doi: 10.1186/s12933-015-0230-3
**Supplement:** Additional file 7: — The Coagulation Cascade is highly up-regulated in the aortic endothelium of diabetic KO mice compared to diabetic WT mice.

# Coagulation System

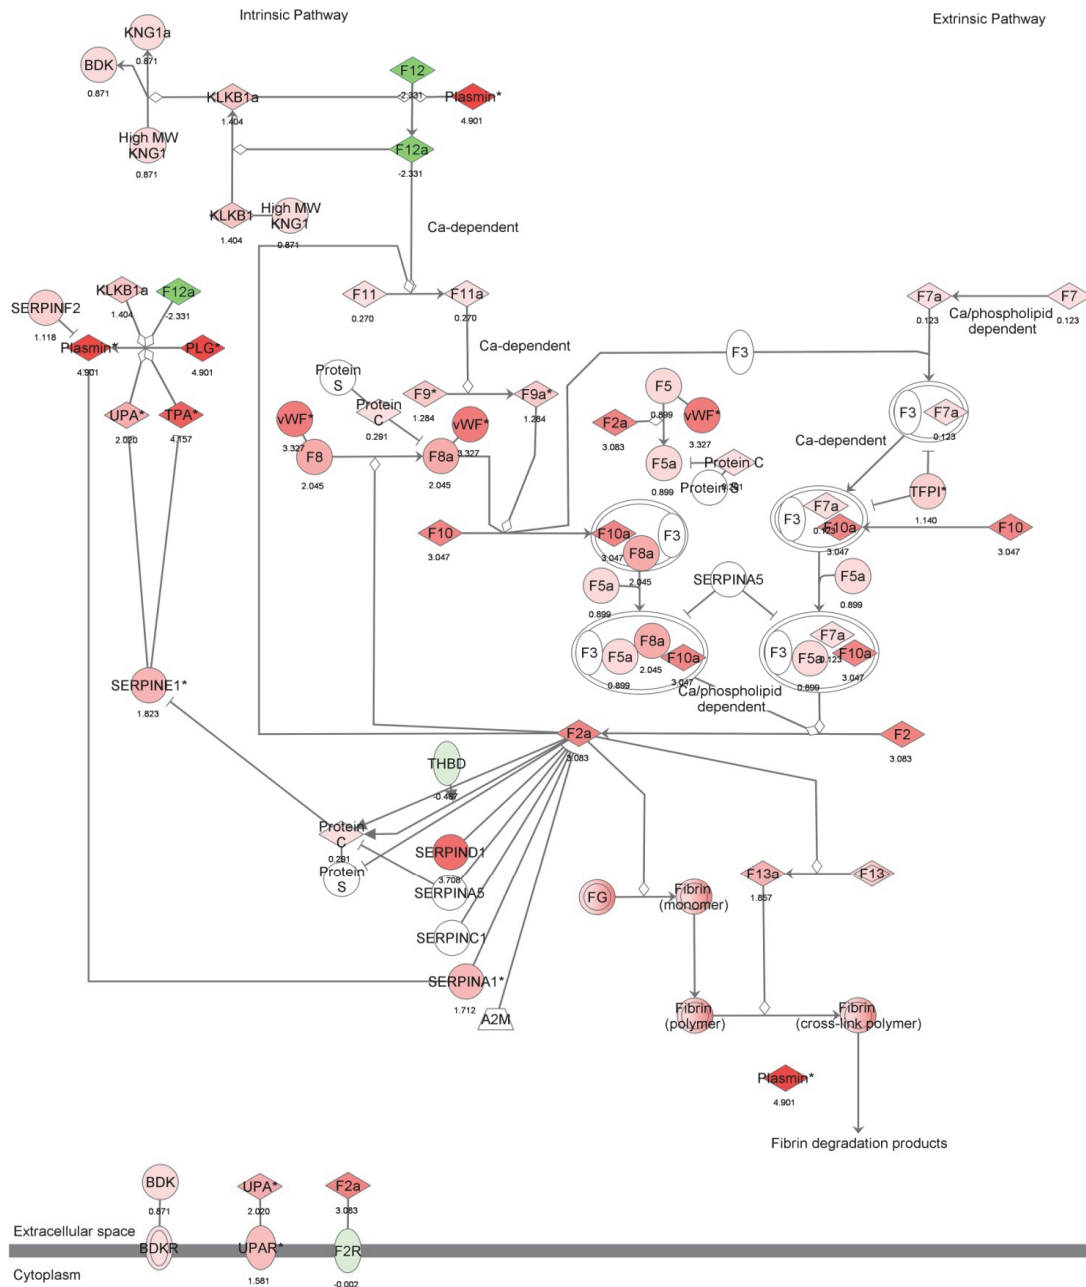

© 2000-2012 Ingenuity Systems, Inc. All rights reserved.

**Additional File 7.** The Coagulation Cascade is highly upregulated in the aortic endothelium of diabetic KO mice compared to diabetic WT mice. 

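The diagram colours each transcript of the cascade by its log2 ratio of KO HFD to WT HFD in a single experiment, so it carries no spread between experiments. On the deposited arrays, Plg was well above background on 1 of 3 KO HFD arrays and 0 of 3 WT HFD arrays, so it was not tested and no size can be given for its ratio. Serpind1, well above background on 1 of 3 KO HFD arrays, had a ratio of 3.48 in experiment 1 after scaling to the 75th percentile and was lower in KO HFD in experiments 2 and 3, where the size is not measured. F10 was higher in KO HFD in experiments 1 and 3 and lower in experiment 2, but it was well above background on only 1 of the 2 arrays of experiment 1, so the size of its ratio there is not measured. F8 had 1.81, −1.06 and 1.66 in experiments 1, 2 and 3. Plau was higher in all 3 experiments, with 1.79, 1.61 and 0.52. The scaling matters for a ratio within 1 pair of arrays, since the 75th percentile of the KO HFD array of experiment 1 was higher than that of the WT HFD array by 0.23 on the log2 scale.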

Log<sub>2</sub>[fold change] of KO HFD/WT HFD for all aortic transcripts of one experiment were uploaded into Ingenuity Pathway Analysis. The Coagulation Cascade was found to be the most enriched canonical pathway in the aortic endothelium of knockout mice compared to WT mice. The Log<sub>2</sub>[KO HFD/WT HFD] microarray data for the transcripts involved in this pathway are superimposed in the pathway diagram.

How the deposited data were processed for this re-analysis (not part of the article)

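RNA of sorted endothelial cells from the aorta and the skeletal muscle of WT and KO mice on HFD or chow was read on 24 single-colour Agilent Whole Mouse Genome arrays, 3 arrays for each of 8 groups. The replicate number of the deposited labels was taken as the experiment number, and the HFD and chow arrays of a strain, tissue and experiment as a pair. The arrays lay on 6 slides of 4, each slide with the 4 groups of 1 tissue and experiment, so that the slide and the experiment are the same block. The arrays were scanned in 2 sessions, experiment 1 in the first and experiments 2 and 3 in the second. The strain of each array was taken from its label.

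Per the file headers, the processed intensities of each array were made by Feature Extraction software, the same version on every array, which subtracted the background and detrended the array but did not scale the arrays to each other. As deposited, the files also hold the median intensity of each spot and of its local background, without normalization, and marks for spots that are well above background, saturated or outliers. The authors also deposited a table of log2 values, which equal the log2 of the processed intensities plus 1 constant per array that puts the 75th percentile of all arrays of a tissue at a common value. How the authors scaled the values behind the tables of the paper is not given in the paper's text. The 75th percentile of the processed intensity lay between 2390 and 5938 over the arrays (median 4397). Between 59.6% and 75.7% of the 43379 non-control spots of an array were well above background. No depth in counts applies to arrays, and their number limits the precision.

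From these files, the log2 of each processed intensity divided by the 75th percentile of its array was computed. Outlier spots were left out, and the spots of each of 41174 probes were averaged on the log2 scale. A probe counted as well above background on an array when at least 0.5 of its spots were. Of the probes, 27198 were matched by accession to a gene symbol of the gene table for GRCm38.p6, which gave 18539 symbols. Probes well above background on every array of at least 1 of the 4 groups of a tissue were tested, 25865 in aorta, 25682 in muscle and 27387 over both tissues by the same rule. Probes of Tables 1 and 2 were found by the accession the paper gives, and 4 accessions of Table 2 had no probe. Where a gene had several probes, the one with the highest mean log2 signal over the 12 arrays of the tissue was used, and the others are given where they differ in sign.

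The named genes follow a rule that was set, like the tests and most alternatives, before the data were examined. They are the genes that the paper names for these arrays and, for each limma contrast, the 5 probes with a gene symbol with the largest change among those past the threshold and changed the same way in every pair. For reasons of length, some genes of the tables and Additional files are given in counts alone. Transcripts past 1 log2 were counted by the paper's criterion, a log2 ratio of HFD to chow above 1 in all 3 experiments or below −1 in all 3. HFD and chow were compared in limma 3.58.1 (R 4.3.3, data.table 1.17.8) with 1 fit per tissue and a block for each strain and experiment, and the difference between the responses of the strains was a contrast of the same fit. KO HFD and WT HFD were compared in a fit of the 4 group means of the aorta. The strains were compared over all 24 arrays in a fit with a mean for each tissue and diet and a term for the strain. A probe was called at a Benjamini-Hochberg adjusted p under 0.05. Single values of the strains or tissues were compared by 2-sided exact permutation tests.

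Lists of marker genes were written from general knowledge for endothelial, lymphatic endothelial, adipocyte, brown adipocyte, smooth muscle, fibroblast, macrophage, skeletal muscle fibre, liver and platelet transcripts, for clock output and Arntl phase transcripts, for immediate early transcripts and for coagulation. They hold between 5 and 34 genes. Each was tested in the 4 contrasts of HFD and chow and in KO HFD against WT HFD with camera on the moderated statistics of limma (preset correlation 0.01 between genes) and fry, and the p values were adjusted over all 70 tests. The lists went unchanged into all tests of RNA from other cells. A further list of 17 coagulation genes made in the liver was written after the gene values had been seen. Correlations over arrays used the deviations from the group means and permuted them within the groups, exactly for 12 arrays or 6 pairs and with 100000 permutations for 24 arrays.

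The alternatives were normexp background correction (offset 50), quantile normalization, the deposited log2 table, no filter on dim probes, a filter on probes well above background on every array, each experiment left out in turn, the slide as a block, the pairing dropped or added, and the test of the paper's methods on the 3 ratios. Normexp had been planned on the mean intensity of the spots and was run on the median intensity in place of the mean intensity, which is not used here. The mean of the probes of an accession, the ratio without scaling for Additional file 7, the pairing of the tissues by strain and experiment, the slide as a block for single coagulation genes, and the alternatives for the counts of Tables 1 and 2, Additional file 6 and the marker lists were added after the data had been seen. The closing section gives their effect.

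The fits were tested on simulated data with the residual spread of the paired aortic fit, in which 200 of 25543 probes were changed. At a log2 change of 2, limma recovered 18.5% of them between HFD and chow in WT, and at a change of 4 it recovered 82%. The criterion of 1 log2 in all 3 experiments recovered 74.5% at a change of 2, with 257 other probes. For the difference between the responses, limma recovered 0% at 2 and 55.5% at 4, for KO HFD against WT HFD 54% and 90.5%, and for the strain term over 24 arrays 89.5% and 100% of 200 among 26753 probes. For KO HFD against WT HFD, no spread between experiments was added, though that fit has no block. For the strain term the residual spread over 24 arrays was used, with no noise shared by the arrays of a slide. The recoveries of both may thus be too high.

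The qPCR, plasma, tissue and imaging measurements of the paper have no deposited files and were not analysed here. The enrichment tests of Ingenuity Pathway Analysis were not analysed here either. The gene lists for the tests were not read from figures. The single value of 1 transcript of Additional file 7 is not reported here.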

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

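The tests of mixed samples, exchanged labels, slide and scan session, diet, donor DNA and Lgals3, the relations of F13a1 and Retnla to the macrophage list, the comparison of the probes of Hdlbp and the counts over other splits of the arrays were chosen only after the result was seen.

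In the muscle, the arrays labelled HFD of experiment 1 lay far from the other arrays of their strain at probes that tell the strains apart. The probes are 34 that limma called between the strains on experiments 2 and 3 alone with a difference past 1, and a share of 0 stands for the WT level and 1 for the KO level. The array labelled WT HFD of experiment 1 had a share of 0.389 and the one labelled KO HFD a share of 0.428. Their gaps to the nearest other array were 0.659 and 0.74 of the range of their 6 arrays. Of 6 sets of 6 values examined in this way these 2 stood out, and chance marks about 1 in 20. In the aorta the same 2 arrays had 0.196 (WT) and 0.397 (KO) and did not pass that test. The tables argue against an exchange of the WT HFD and KO HFD labels of experiment 1, since the highest share on the arrays labelled WT was 0.389, not near 1. At the 22 probes chosen on the chow arrays, described below, the order was reversed in the muscle. There the array labelled WT HFD had 0.498 and that labelled KO HFD 0.314, neither near the level of the other strain. In the aorta they had 0.227 and 0.463. They argue against the slide or the scan session, since the chow arrays of the same slides lay at most 0.093 from their own strain. The HFD arrays of experiments 2 and 3 helped to choose these probes and cannot serve to test the diet on them. At 22 probes chosen on the 12 chow arrays alone, with the levels of the chow arrays, the HFD arrays of experiments 2 and 3 lay at most 0.085 from their own strain and those of experiment 1 between 0.227 and 0.686, which argues against the diet for all 4 arrays. RNA or cells of both strains in these samples remain a candidate explanation. It needs all 4 arrays to lie between the strains, and their distances from their own strain were 0.196 to 0.603, or 0.168 to 0.622 with the other reference. The reference over both diets was chosen after the values were seen. The aortic WT array is the weakest case, with a share of 0.436 at probes higher in KO but 0.123 at probes lower in KO, and 0.383 and 0.203 at the probes chosen on the chow arrays. Handling of the HFD samples of experiment 1 apart from the chow samples cannot be separated from mixing. No biological explanation was tested beyond the diet.

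Over both tissues and diets, 38 probes differed between the strains (limma, 18 higher and 20 lower in KO, and 1190 at an unadjusted p under 0.05), a comparison the paper does not report. For 7 of them fewer than 0.5 of the arrays of 1 strain were well above background, so that the size of the difference is not measured. Ifi44l is one of these, well above background on 2 of 12 WT arrays and 12 of 12 KO arrays. Its difference was 5.26 (standard error 0.53, limma adjusted p = 3.81e-05), and 3.40 with lower values raised to the lowest level well above background on each array. Rpgrip1 was lower in KO on 2 probes, by −1.94 (limma adjusted p = 0.000222) and −1.83 (adjusted p = 0.000254), each well above background on 12 of 12 arrays of either strain. Ang2 had −1.85 (limma adjusted p = 0.0115) and was well above background on 12 of 12 WT and 11 of 12 KO arrays. Without replicate 1 there were 35 such probes, and without replicate 2 or replicate 3 there were 0, with 960 and 1186 at an unadjusted p under 0.05. Exchanging the strains within pairs of arrays gave as many probes in 1 of 100 splits, the real one, and at most 2 in the others, which argues against chance. The splits and the fit took the aorta and muscle arrays as independent. By the paper's methods both tissues of an experiment may come from the same mice, which would overstate this evidence. DNA of the donor strain carried along near the deleted gene is a candidate explanation for part of the 38 probes. Of the 24 called genes with a symbol, 12 lie on the chromosome of Lgals3 (50%), against 484 of 14414 other tested genes (3.4%; Fisher's exact test, p = 4.4e-12). Dlgap5 lies next to Lgals3, and the others have between 110 (Rnase1) and 1071 (Pcdh17) genes between them and Lgals3. The other 12 genes, Ifi44l among them, lie on other chromosomes, and 12 of the 38 probes have no symbol. Loss of galectin-3 as the cause in the cells stays open and was not tested apart from the donor DNA.

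The Lgals3 probe bears on which strain is which. It was well above background on 12 of 12 arrays labelled WT and on 12 of 12 labelled KO, and higher on the array labelled KO in 11 of 12 pairs. An exchange of the strain labels alone does not account for the counts, because the arrays of the KO strain are bright whichever label they bear. The probe must read a transcript that the deletion leaves, or other RNA. Whether the labels are exchanged as well stays open, and the place of the probe relative to the deletion is not analysed here.

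For 5 of 60 comparisons of a named gene between the tissues, every aortic experiment moved one way on HFD and every muscle experiment the opposite way, where chance gives 3.125% of comparisons. The difference was not tested by a fit; an exact permutation of 3 values against 3 gave p = 0.1 for each, the smallest it can give. For F13a1 the change in the aorta minus that in the muscle was −3.51 in WT and −3.42 in KO, for Retnla −7.49 in WT, for Thbs1 −2.93 in WT and for Hdlbp 1.06 in KO. Both strains show this pattern for F13a1 but not for the other 3 genes.

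RNA of macrophages in the sorted cells is a candidate explanation for F13a1 and Retnla. The macrophage list, which holds neither gene, had 10 tested genes in the aorta and 9 in the muscle, and its median changed on HFD by −0.69 in WT aorta and 2.11 in WT muscle, but by 0.08 in KO aorta and 0.97 in KO muscle. In experiment 3 of KO it had 1.77 in the aorta and −2.36 in the muscle, while F13a1 had −0.38 and 0.24, so macrophage RNA does not cover F13a1 in that experiment. Over the 24 arrays, the deviation of F13a1 from its group mean went with that of the list (Pearson's r = 0.7961, permutation p = 0.00206, 0.00618 adjusted over 6 relations; Spearman's rho = 0.77, permutation p = 0.00195). It was 0.49 in the aorta, 0.84 in the muscle, 0.79 without the 2 arrays farthest from the median of the list and 0.43 within slides. For Retnla r was 0.8755 (permutation p = 0.00012, adjusted 0.00072; rho = 0.90, permutation p = 1e-05, the smallest that 100000 permutations can give), 0.82 in the aorta, 0.90 in the muscle, 0.86 without the 2 arrays and 0.66 within slides. The list genes with the highest signals were Cd14, with a mean log2 level of 1.78 on chow and 1.09 on HFD in the aorta and 0.79 and 0.65 in the muscle, C1qc, with −0.16 and −2.09 in the aorta and −1.23 and 0.35 in the muscle, and Csf1r, with −1.16 and −0.35 in the aorta and −2.91 and −1.33 in the muscle. A response of the endothelial cells that goes with macrophage content, and a difference between the tissues, stay open and untested.

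For Thbs1 the tables do not decide on RNA of platelets. The platelet list went with it by r = 0.1691 over 24 arrays (permutation p = 0.546; rho = 0.21, permutation p = 0.446), with 0.71 in the aorta and −0.35 in the muscle. For Hdlbp the choice of the probe could account for the pattern. In KO muscle the 3 probes of the accession had means of −0.41, 0.3004 and 0.21, and in KO aorta 0.80, 0.65 and −0.59, in the same order of probes, and the probe used differed between the tissues. A tissue difference for these 2 genes stays open.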

How the results depend on the processing

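The normexp, mean of the probes, unscaled and paired tissue alternatives, and those for the transcripts of Tables 1 and 2, Additional file 6 and the marker lists, were chosen only after the data were seen. Normexp was run on the median intensity; on the mean intensity, as planned, it was not run.

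The counts past 1 log2 in all 3 experiments were 412 in aorta WT, 758 in aorta KO, 469 in muscle WT and 254 in muscle KO. They were 234, 464, 259 and 90 with normexp and 126, 331, 212 and 77 with only probes well above background on every array, where fewer probes were tested. With no filter on dim probes muscle KO had 392. Without the pairing they were 2638, 4098, 2540 and 2016, by a criterion on group means. With 1 experiment left out, 2 experiments had to pass, and they were 958 to 1526, 1545 to 2672, 989 to 1486 and 561 to 1232. The ratio of KO to WT in the aorta, 1.84, was 2.63 with only probes well above background on every array and between 1.44 and 1.98 otherwise, so that KO had more in each. The difference between aorta and muscle in the share of probes past 1, 6.54 percentage points, lay between 1.06 (no filter) and 7.49. With the tissues paired by strain and experiment it passed the threshold (6.541, p = 0.0312 by exact permutation of signs against p = 0.117 unpaired by exact permutation). The quantile and deposited log2 settings moved none of the 4 counts by more than 1.5 times, and the cause of the other moves was not tested.

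By limma, HFD against chow called 0 probes in aorta WT, 0 in aorta KO, 0 in muscle WT and 1 in muscle KO (1493, 2910, 3098 and 2181 at an unadjusted p under 0.05). Normexp called 2, 4, 8 and 5, the filter on every array 2, 5, 29 and 2, and no block 4, 7, 1 and 4. With the slide as the block 2, 4 and 4 were called in aorta WT, aorta KO and muscle KO. The test of the methods, unadjusted, called 1218, 1736, 2118 and 1287, and 0 in muscle KO after adjustment. With 1 experiment left out, muscle KO had 0. Chance can be excluded for none of these counts, since exchanging the diets within experiments gives 4 splits. The count past 1 was as large in 1 of 4 in each group, and the count called in 1 of 4 in muscle KO. The 3 counts of 0 are matched in 4 of 4 splits by construction, which says nothing on chance. The difference between the responses called 0 probes in aorta and muscle (677 and 1059 unadjusted by limma; 560 and 937 by the test of the methods) and these counts of 0 are likewise matched in 10 of 10 splits by construction. The pairing was checked by correlation of the HFD and chow arrays of an experiment, which passed 0.1 in 2 of 6 pairs in aorta (0.0083 to 0.3667) and 5 of 6 in muscle (0.0381 to 0.4553).

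KO HFD against WT HFD called 1 probe (297 unadjusted), 0 with normexp (281), with the filter on every array (175) and with any experiment left out (293 to 417), and 1 otherwise. Unadjusted, there were 452 with the slide or the experiment as a block and 869 with no filter, where most were higher in KO (647 against 222 lower), while 134 of the 297 were higher and 163 lower. Single coagulation genes under an unadjusted p of 0.05 were 0 with and without the block, which was added for them after the data were seen. Of 10 splits 1 called as many probes, so the splits of the HFD arrays alone cannot exclude chance. The called probe is also 1 of the 38 called between the strains over 24 arrays (limma adjusted p = 0.00517). For that set, exchanging the strains argued against chance, with the arrays of the 2 tissues taken as independent. The probe was well above background on 12 of 12 WT and 1 of 12 KO arrays. The coagulation list had a median of 0.14, with a camera p of 0.0358 (0.104 adjusted over 70 tests) and a fry p of 0.38. The camera p was over 0.05 with quantile normalization (median 0.1343, camera p 0.0505), without replicate 1 (0.136, camera p 0.225) and without replicate 3 (0.19, camera p 0.0592), and it lay between 0.0174 and 0.0442 otherwise; with 1 experiment left out the median lay between 0.118 and 0.19. Of 10 splits 4 gave as small a p, so chance cannot be excluded. The difference between the strains over 24 arrays called 38 probes, 60 with the slide or the experiment as a block, 0 to 35 with 1 experiment left out and 27 to 42 otherwise. The marker lists called 21 of 70 tests by camera, and 14 to 29 over the settings. Over splits, as many lists were called in 1, 2, 2 and 3 of 4 (aorta WT, aorta KO, muscle WT, muscle KO) and 8 of 10 (KO HFD against WT HFD), so chance cannot be excluded. Of Table 2 WT transcripts 8 were past 1 in all 3 experiments, and 17 without replicate 1, where only 2 had to pass.

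For the values of named genes, 625 recomputed values gave 575 that moved little, 28 that moved more than the spread, 13 that left the threshold, 9 that passed it and 0 that reversed past it; 18 changed sign. Those that passed were Car3 in both aortic groups and Col15a1 in both muscle groups with normexp or the filter on every array, and Cyp2e1 in KO aorta with that filter. Those that left were Cyp2e1 in KO muscle (adjusted p 0.223 to 0.679 with 1 experiment left out) and the genes between the strains without replicate 2 or 3. No scaling alternative moved the median of all genes by over 0.1. Between 59.6% and 75.7% of spots were well above background (median 65.0%), which limits the values of dim probes.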

Differences from the paper's values

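The mean of the probes of an accession, normexp on the median intensity, the ratio without scaling and the use of experiment 1 for Additional file 7 were chosen only after the values were seen. A value of the tables and figures is counted here as different when its sign is the opposite or when it lies farther from the mean here than the SD between the 3 experiments, so a value of a variable transcript can lie some way off and not be counted. By this measure, 0 of the 54 values of Table 1 differ. For Insig1 in KO aorta, for example, the paper gives −1.34, against −1.89 here with an SD of 0.56. The paper's ratio of KO to WT transcripts in the aorta, 2, lies within 1.5 times of the 1.84 here and is not counted as different. Of 58 values of Table 2, 4 differ. Of 30 array values read by eye from Fig. 3, 7 differ, and of 21 read from Additional file 7, 6 differ. The brightest probe puts 21 values of each of the 4 columns of Tables 1 and 2 within 0.1 of the paper's. The mean of the probes, chosen after seeing the values, puts 25, 26, 29 and 29 there (aorta WT, aorta KO, muscle WT, muscle KO).

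In Table 2, the paper gives −1.02 for Cflar in KO muscle, against −0.30 here. None of the alternatives set before the data were examined (quantile normalization, the deposited log2 table, each replicate left out) reaches it, and the mean of the probes, chosen after seeing the values, does. For Hdlbp in KO muscle the paper gives 0.05, against −0.41 here, and the same holds. For Tnc in KO muscle the paper gives 1.11, against 1.94 here. It is reached without replicate 1 and without replicate 2 but not without replicate 3, with quantile normalization or with the deposited log2 table; normexp and the mean of the probes, both chosen after seeing the values, reach it too. For Ifit2 in WT muscle the paper gives 1.05, against 0.90 here. It is reached without replicate 2 and by none of the other alternatives set beforehand, and by the mean of the probes, chosen after seeing the values.

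Fig. 3 shows about 1.1 for Slc2a4 in WT aorta, read by eye as are all values of Fig. 3 here and as the paper's, against −1.06, which is also the paper's value in Table 1. It shows about 0.35 in WT and about 0.75 in KO for G6pc in the aorta (Fig. 3), against −1.46 and −0.54, and about 0.6 for Cp in WT aorta (Fig. 3), against −0.56. No alternative, whether set beforehand or added, reaches these 4 values. For Igf1 the paper shows about 1.8 in KO aorta (Fig. 3), against 1.25, reached by no alternative set beforehand, and about 1.7 in KO muscle (Fig. 3), against 1.30, reached without replicate 3 alone among those set beforehand. The mean of the probes, chosen after seeing the values, reaches both. For Igf1r in WT muscle the paper shows about −0.25 (Fig. 3), against −1.21, reached without replicate 2 and by no other alternative.

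Additional file 7 shows the ratios of KO HFD to WT HFD in the aorta of 1 experiment that the paper does not number, and the values here are those of experiment 1. The alternatives set beforehand were not run for these genes one by one. For Serpinf2 the paper shows about 1.1 (Additional file 7, read by eye, as for the next 5), against 0.89, and for F7 about 0.12 (Additional file 7), against −0.11. Without scaling of the arrays, chosen after seeing the values, they are 1.12 and 0.12. The paper shows about 4.2 for Plat, about 1.3 for F9, about 3.3 for Vwf and about 1.1 for Tfpi (Additional file 7), against −0.093, −0.37, −0.56 and −0.16. These 4 are not reached without scaling, where they are 0.14, −0.14, −0.32 and 0.07.

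Some statements on genes or directions also differ. The paper describes a stronger fall of Glut4 (Slc2a4) in KO than in WT muscle, citing Fig. 3, so the statement may rest on qPCR. On the arrays it was −0.52 in KO and −0.64 in WT (difference 0.13, limma adjusted p = 0.999). In the aorta the paper's stronger fall in KO is −2.19 against −1.06 here, and −1.29 against −1.27 without experiment 1. The paper states that Lyve1 falls by 6 log2 in KO muscle, citing Fig. 3, which shows qPCR beside arrays. Its array value in Table 2 is −1.20, against −1.70 here, and the 2 are not counted as different; with 1 experiment left out it lay between −2.22 and −1.05. The qPCR was not analysed here. The paper states that vWF is higher in KO HFD than in WT HFD; here the mean over 3 experiments was −0.23 for Vwf and 1 of 3 experiments was higher. The paper states that HDL binding protein falls in WT but not in KO; on the brightest probe in muscle it was −0.30 in WT and −0.41 in KO, and the mean of the probes, chosen after seeing the values, gave −0.59 and 0.03. The paper describes the coagulation transcripts as strongly raised in KO HFD; here their median was 0.14, with 18 of 26 higher.

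The paper describes transcripts of coagulation as more changed in the KO aorta. Of the 27 transcripts of Table 1, which have many roles and were chosen on these arrays, 22 changed more in KO. Among these were F3 (0.76 in WT, 1.42 in KO), Gp9 (−0.49, −2.77) and Coch (−1.69, −2.66). Gp9 and Coch are placed with coagulation only by their names in Table 1. F13a1 (−2.31 in WT, −0.97 in KO) and Thbs1 (−1.71, −0.20) were among the 5 that changed more in WT. The paper describes the muscle as less changed than the aorta in both strains. The count past 1 in all 3 experiments was lower in muscle for KO (254 against 758) and higher for WT (469 against 412), and the share within single experiments was lower in muscle in 6 of 6 pairs.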

Other observations

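The relation of Marco to the macrophage list, the comparison of KO and WT counts with HFD and chow exchanged and the list of coagulation genes made in the liver were chosen only after the result was seen; the other tests of this part were not.

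Lists of marker transcripts bear on RNA of other cells. With 5 contrasts and 14 lists, camera called 21 of 70 tests and fry 2, those of clock output in aorta WT (adjusted p = 0.00968) and aorta KO (0.00154), both by limma. Medians follow as log2 HFD over chow in aorta WT and KO, KO HFD over WT HFD in aorta, and HFD over chow in muscle WT and KO. Endothelial: −0.44, −0.76, 0.14, −0.12 and −0.04. Lymphatic endothelial: 0.14, 0.14, −0.24, 1.53 and −0.32. Adipocyte: −1.30, −2.03, 0.25, −0.15 and −0.38. Brown adipocyte: −0.75, −1.52, 0.18, 0.25 and −0.19. Smooth muscle: 0.30, 0.16, 0.08, −0.13 and 0.05. Fibroblast: 0.36, 0.91, 0.01, 0.74 and 1.02. Macrophage: −0.69, 0.08, −0.24, 2.11 and 0.97. Skeletal muscle fibre: −0.18, −0.09, 0.13, −0.10 and −0.51. Liver: −0.81, −0.43, 0.71, −0.18 and −0.07. Platelet: −1.45, −1.67, 0.09, 0.63 and −0.27. Clock output: 0.70, 1.68, 0.53, 0.18 and 1.07. Clock Arntl phase: −0.72, −0.92, −0.55, −0.14 and −1.03. Immediate early: −0.06, 0.01, 0.07, −0.13 and 0.00. Coagulation: 0.09, 0.32, 0.14, 0.09 and 0.26. Camera called endothelial, adipocyte, liver, platelet and both clock lists in aorta WT; endothelial, adipocyte, brown adipocyte, fibroblast, platelet and clock output in aorta KO; liver and clock output in KO HFD over WT HFD; fibroblast, macrophage and clock output in muscle WT; and fibroblast, both clock lists and coagulation in muscle KO. The sign of a median changes for immediate early in aorta KO (normexp) and muscle KO (normexp and quantile normalization), smooth muscle in muscle KO (normexp) and skeletal muscle fibre in aorta KO (quantile normalization), and for no other list under these 2 settings or the deposited log2 table. The mean has the opposite sign to the median for lymphatic endothelial in aorta WT and KO, immediate early in aorta KO, macrophage in KO HFD over WT HFD and brown adipocyte in muscle WT. No gene is in 2 lists. The study itself picked F3 and F13a1 of the coagulation list, Clec1b and Pf4 of the platelet list, Cnn1, Pdgfra, Col1a1, Dbp, Hlf and Arntl.

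Adipocyte transcripts of Table 1 fell on HFD in the aorta. RNA of adipocytes around the aorta, with less of it on HFD, is a candidate explanation. The adipocyte list, which holds none of Table 1, was lower in 11 of 12 genes in WT and 12 of 12 in KO. Camera of limma gave adjusted p = 4.14e-09 in WT and 6.3e-10 in KO. Fry gave an unadjusted p of 0.0484 in WT and 0.0185 in KO, and an adjusted p of 0.447 and 0.258 over all list tests. By fry the list thus passed before adjustment but not after it, and the largest adjusted p, 0.447, leaves the explanation open. In experiments 1, 2 and 3 the list median was −1.24, −1.88 and −2.56 in WT, and −3.95, −0.95 and −1.88 in KO. Its genes with the highest signals were Cidec, with a mean log2 level of 5.16 on chow and 1.65 on HFD, Aqp7 (3.04 and 2.39) and Plin4 (2.51 and 1.73), all well above background on 12 of 12 arrays. Signals of different probes do not give the amounts of their transcripts, here or for the other lists. The same explanation was tested for Slc2a4, whose deviation from its group mean over the 12 aortic arrays went with that of the list (Pearson's r = 0.7624, exact permutation p = 0.0409, 0.0613 adjusted over 6 relations; rho = 0.71, exact permutation p = 0.0463). Within slides r was 0.77 and without the 2 arrays farthest from the median of the list it was 0.44. The relation was there, but it does not pass the adjustment, and a response of the endothelial cells to the diet stays open.

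The coagulation transcripts were somewhat higher in KO HFD than in WT HFD aorta. RNA of liver in one array may account for part of this. The liver list, which holds no coagulation gene, had a median of 0.9132 in experiment 1, with 9 of 9 genes well above background on the KO HFD array and 6 on the WT HFD array, against 0.19 for the 10 tested coagulation genes made in the liver. In experiment 3 the list had 0.81 and the coagulation genes 0.07, so the rise was not in experiment 1 alone, and in experiment 2 they had 0.20 and 0.21. The liver genes with the highest signals in the aorta were Ahsg, with a mean log2 level of 3.22 on chow and 2.75 on HFD, and Mup1, with 1.32 and −1.35, while Alb, well above background on 9 of 12 arrays, had −3.75 and −4.69. The effect of the strain on the endothelial cells stays open. Experiment 1, the 1 with HFD arrays between the strains, is also the one whose ratios lie near most of Additional file 7.

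More transcripts were past 1 log2 in KO than in WT aorta. Noisier KO arrays were tested in 2 ways. The share of probes that differ by more than 1 between experiments within a diet group was 26.6% in KO and 26.2% in WT, a ratio of 1.0137, while the share between the diets had a ratio of 1.22. These spreads are between single arrays and also hold differences between experiments, so this ratio does not decide by itself. With HFD and chow exchanged within 1 experiment, 163 to 205 probes were past 1 in all 3 experiments in KO and 154 to 320 in WT, against 758 and 412 with the real labels. Noise would raise the exchanged counts of KO above those of WT by about the 346 by which the real ones differ, so the tables argue against noisier KO arrays. A larger response of the endothelial cells and a difference in the other cells of the samples stay open.

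Clock transcripts were among those changed by HFD. A difference in the time of day of collection between HFD and chow mice may account for it. The clock output list lay above the Arntl phase list in 11 of 12 pairs, all but WT muscle in experiment 2 (−0.25). Across the 6 strain and experiment pairs, the difference in the aorta went with that in the muscle by r = 0.675 (exact permutation p = 0.139, 0.167 adjusted; rho = 0.54, exact permutation p = 0.297), 0.50 within strains and 0.35 without 2 pairs, so a time of day that varied from experiment to experiment cannot be told apart from a constant effect with 6 pairs. A change of the clock by the diet stays open.

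Lyve1 fell on HFD in KO muscle and rose in WT muscle. A lower share of lymphatic endothelial cells in the KO samples could account for the fall. The lymphatic endothelial list without Lyve1 had a median of −0.3203 in KO muscle and 1.53 in WT muscle over 5 genes, of which Ccl21a had the highest signal (mean log2 level −0.55 on chow and 0.73 on HFD). In WT the list median was 2.33, 1.51 and −0.25 in experiments 1, 2 and 3, in the order of Lyve1 with 2.99, 1.73 and −0.28. In KO the list had −0.49, 0.56 and −1.70, against −0.65, −1.45 and −3.00 for Lyve1, so they went apart in experiment 2. The relation over the arrays was not tested. The genes are too few to decide, and a response of lymphatic cells stays open.

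Marco rose on HFD in KO aorta. Macrophages in the sorted cells are a candidate explanation. The macrophage list had a median of 0.0799 in KO aorta, with −0.25, −0.45 and 1.77 in experiments 1, 2 and 3, and 9 of 10 genes higher in experiment 3, so a median over members that go both ways decides nothing. Over the 24 arrays, the deviation of Marco went with that of the list (Pearson's r = 0.4687, permutation p = 0.0113, 0.0226 adjusted; rho = 0.56, permutation p = 0.00844), 0.88 in the aorta, 0.42 in the muscle and 0.40 without 2 arrays. The rise of Marco in experiments 1 and 2, where the list fell, is not covered by it, and a response of the endothelial cells stays open.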
